# Genes encoding novel secreted and transmembrane proteins are temporally and spatially regulated during *Drosophila melanogaster *embryogenesis

**DOI:** 10.1186/1741-7007-7-61

**Published:** 2009-09-22

**Authors:** Alejandro Zúñiga, Christian Hödar, Patricia Hanna, Freddy Ibáñez, Pablo Moreno, Rodrigo Pulgar, Luis Pastenes, Mauricio González, Verónica Cambiazo

## Abstract

**Background:**

Morphogenetic events that shape the *Drosophila melanogaster *embryo are tightly controlled by a genetic program in which specific sets of genes are up-regulated. We used a suppressive subtractive hybridization procedure to identify a group of developmentally regulated genes during early stages of *D. melanogaster *embryogenesis. We studied the spatiotemporal activity of these genes in five different intervals covering 12 stages of embryogenesis.

**Results:**

Microarrays were constructed to confirm induction of expression and to determine the temporal profile of isolated subtracted cDNAs during embryo development. We identified a set of 118 genes whose expression levels increased significantly in at least one developmental interval compared with a reference interval. Of these genes, 53% had a phenotype and/or molecular function reported in the literature, whereas 47% were essentially uncharacterized. Clustering analysis revealed demarcated transcript groups with maximum gene activity at distinct developmental intervals. *In situ *hybridization assays were carried out on 23 uncharacterized genes, 15 of which proved to have spatiotemporally restricted expression patterns. Among these 15 uncharacterized genes, 13 were found to encode putative secreted and transmembrane proteins. For three of them we validated our protein sequence predictions by expressing their cDNAs in *Drosophila *S2R+ cells and analyzed the subcellular distribution of recombinant proteins. We then focused on the functional characterization of the gene CG6234. Inhibition of CG6234 by RNA interference resulted in morphological defects in embryos, suggesting the involvement of this gene in germ band retraction.

**Conclusion:**

Our data have yielded a list of developmentally regulated *D. melanogaster *genes and their expression profiles during embryogenesis and provide new information on the spatiotemporal expression patterns of several uncharacterized genes. In particular, we recovered a substantial number of unknown genes encoding putative secreted and transmembrane proteins, suggesting new components of signaling pathways that might be incorporated within the existing regulatory networks controlling *D. melanogaster *embryogenesis. These genes are also good candidates for additional targeted functional analyses similar to those we conducted for CG6234.

See related minireview by Vichas and Zallen:

## Background

Early stages of *Drosophila melanogaster *embryogenesis involve cellularization of the syncytial blastoderm and gastrulation. A series of morphogenetic events, which include cephalic and ventral furrow formation, posterior and anterior midgut invaginations, germ band extension and amnioserosa formation, initiate gastrulation and drive an extensive reorganization of the embryonic epithelium [1]. Concurrent with these processes, the expression of zygotic transcripts is activated for the first time at the stage that precedes gastrulation, when degradation of the maternal transcripts has already started [2]. At later stages of embryogenesis, additional morphogenetic events, germ band retraction, dorsal closure and head involution, shape the first instar larva [3]. The precise control of these cell and tissue rearrangements requires the integration of diverse molecular processes. First, transcriptional regulators assign positional cues and cell fate, thus specifying different cellular groups. Second, extracellular signals temporally and spatially coordinate the cellular behaviors that transform the embryo's epithelium. Finally, changes in the cellular architecture are supported by the activity of cytoskeletal regulators and cytoskeletal binding proteins [1,4]. Certain common molecular components, such as actin-myosin complexes, are part of the central mechanisms involved in early development in various organisms [5-8]. Thus, the molecular components that regulate cell shape and movement seem to be ubiquitous, but morphogenetic changes take place only in specific clusters of cells. Therefore, regulatory pathways should exist that differentially modulate cell behavior, leading to well-orchestrated cell shape changes and cell movements. In this regard, secreted and cell surface molecules, which are critical for intercellular communication, are expected to regulate many aspects of development.

Genetic analysis of development in *D. melanogaster *has proven to be a powerful approach for studying the mechanisms of early embryogenesis, and most of the genes known to be involved in key developmental signaling pathways have been identified through classical genetic screens. Genetic techniques have certain limitations, however, because genes with subtle loss-of-function phenotypes or pleiotropic roles are unlikely to be identified. Furthermore, classical genetic screens do not focus on specific molecular classes (for example, secreted versus intracellular gene products). Accordingly, other approaches have been developed that allow rapid and comprehensive identification of secreted and transmembrane gene products. These include library preparation from RNA enriched by microsomal fractionation [9] and RNA-mediated interference (RNAi) screens in a *Drosophila *cell line [10].

Recent research has identified a host of genes that control diverse aspects of *Drosophila *embryo development. cDNA arrays have greatly accelerated the discovery of differentially expressed genes and opened up a broad spectrum of research possibilities. This technology has been applied, among others, to uncover neural precursor genes [11], to determine temporal gene expression patterns for almost two-thirds of the *D. melanogaster *genome during its life cycle [12,13], and to discover new genes involved in muscle differentiation [14,15] and dorsoventral axis specification [16].

As these studies collectively build a network of genetic interactions, it is necessary that we begin to identify comprehensive sets of genes active at the different developmental stages, in order to increase our understanding of the molecular mechanisms that regulate morphogenesis throughout embryo development. With this goal in mind we applied a suppression subtractive hybridization (SSH) procedure to isolate genes that are expressed at the beginning of gastrulation. Recording the temporal and spatial expression profiles of these genes will allow us to add critical details to the current models of cellular behavior during *D. melanogaster *morphogenesis.

In our current work we identified a small number of genes with temporally and spatially restricted patterns of expression in the *D. melanogaster *embryo. In particular, we recovered a subset of uncharacterized genes encoding putative secreted and transmembrane proteins, and for three of them we expressed their cDNAs in *D. melanogaster *S2R+ cells and analyzed the subcellular localization of the recombinant proteins, confirming our sequence predictions. One of these genes, *CG6234*, with a restricted dorsal expression in the developing embryo, was then functionally tested by RNAi. Inhibition of *CG6234 *resulted in morphogenetic defects reminiscent of those exhibited by already characterized genes with roles in amnioserosa maintenance and/or differentiation. Our results contribute to the goal of finding all the genes involved in *D. melanogaster *embryogenesis by identifying a collection of genes that have not been previously implicated in development but have expression patterns suggestive of potential developmental roles.

## Results and discussion

### Subtracted cDNA library composition and characterization

To isolate transcripts that are differentially expressed at early stages of *Drosophila *development, we performed a SSH procedure between gastrulation and syncytial blastoderm stages, using cDNA prepared from stage 6-7 embryos (gastrula) as tester and that from stage 2-3 embryos (syncytial blastoderm) as driver, thus generating a cDNA population enriched in cDNA fragments that were expressed at a higher level in gastrula. As a control, SSH was also conducted reversely using the cDNA prepared from stage 2-3 and stage 6-7 embryos as tester and driver, respectively. To evaluate the effectiveness of subtraction, we performed a set of experiments (see Additional file 1A to 1C: Verification of SSH procedure) showing that the *actin *transcript was indeed over-represented five-fold in unsubtracted samples compared with the subtracted samples for both forward and reverse reactions (Additional file 1A). Thus, in our experimental conditions, subtractive hybridization removed common and housekeeping genes.

The pool of subtracted cDNA fragments ranged from approximately 300 bp to approximately 800 kb, with most of the fragments (>80%) distributed between 400 and 600 bp. These fragments were inserted into a T/A cloning vector, and the resultant SSH library was used for sequence analysis. In addition, a subset of clones was randomly selected to determine the efficiency of subtraction using a manually spotted cDNA microarray. The results indicated that 96 of 126 (76%) cDNA fragments tested displayed higher levels (>twofold) of expression in gastrula compared with syncytial blastoderm (Additional file 1B). To provide further data on relative expression levels of the cloned cDNAs, 10 positive clones were selected for virtual northern blot analysis; all cDNAs were up-regulated in gastrula (Additional file 1C), thus validating the performance of the protocol.

Of 1,440 subtracted clones, 642 were randomly selected for sequencing. The sequences with poor quality or shorter than 50 bp were eliminated from further analyses. The sequences reported in this paper have been deposited in GenBank: accession numbers FF579035-FF579613. By BLAST analysis against sequence databases available at FlyBase [17] we identified 254 non-redundant cDNAs that showed good matches (E-value < 1E^-10^) with sequences of the CDS (coding sequence) database, indicating that they correspond to protein-coding genes. In addition, four non-coding RNA (ncRNA), five transposition elements, and 39 sequences annotated as introns or as intergenic regions were identified. Among the sequences that mapped to intergenic and intronic regions, 17 of them had matches (E-value < 1E^-7^) with *D. melanogaster *ESTs at the Berkeley Drosophila Genome Project, suggesting that they might represent true transcripts. In this regard, using the ORESTES methodology, Maia et al. [18] identified 68 potentially transcribed regions derived from regions unannotated in the version 4.3 of the *D. melanogaster *genome. Experimental validation of unannotated ORESTES revealed 17 new exons of low-abundance transcripts. Thus, some *D. melanogaster *genes or gene variants may still remain to be discovered.

Regarding the 254 protein-coding genes isolated in this screen, we used the database of Gene Ontology [19], together with domain searches performed against public databases, to proceed with the functional classification of this set of subtracted genes (Additional file 2: Functional composition of the subtracted library). The GO annotations were contrasted with GO annotation of the entire *D. melanogaster *genome, and we found that the relative counts of subtracted genes were different from that of the *D. melanogaster *genome in the second-level GO categories (Additional file 2, compare red and blue bars). In the subtracted library the three major classes of GO 'molecular functions' were: binding (47.6%), transcription regulator activity (10.6%), and catalytic activity (23.5%). The first two were over-represented in the subtracted library when compared with the whole genome annotation, whereas catalytic activity was under-represented. For GO 'biological processes' the most highly represented classes were cellular process (27%), developmental process (19%), and multicellular organismal process (17%). The last two were over-represented in the library and, consistent with the developmental stage used as a tester during the subtraction procedure, these two classes include genes whose products are involved in morphogenesis, pattern specification, cellularization, and intracellular transport, among others.

### Temporal patterns of gene expression

To show how transcriptional activity of subtracted genes was modulated as a function of time during the first 12 stages of *D. melanogaster *development, we designed and used microarrays containing either the complete subtracted library (579 cDNAs) or 302 non-redundant cDNAs (including coding sequences, ncRNAs, transposons, introns and intergenic regions) spotted onto nylon membranes. This approach has been previously used for gene expression profiling [20,21]. 

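Staged embryos were used at 5 intervals, S2-3 (syncytial blastoderm), S5 (cellular blastoderm), S6-7 (gastrula), S8-9 and S10-12, and 32P-labeled SMART-cDNA of each was hybridized to 4 nylon membranes, 20 in all. Membranes A to C carried 295 library clones in duplicate and membrane D carried 579, so that 259 genes, 36 introns and 15 intergenic regions were printed on at least 1 membrane. The paper gives 100 to 150 embryos and a dap spike in a ratio of 1 to 1000, and the labels give 100 embryos and a dilution of 1 to 200. The values are spot intensities with the local background subtracted and no further normalization by the authors. A spot was used when its mean signal was at least the background mean plus 1 background SD, and a clone was left out when the coefficient of variation of its duplicate spots was over 0.5. The third filter of the Methods, qcom, was not applied because its inputs are not among the values used here. Each remaining signal was divided by the median signal of the ribosomal protein gene RP49 on the same membrane. The dap spots were not used in the main values, since membrane D carries none. The clones of a gene were averaged, the log2 value was taken, and each later interval was compared with S2-3 in a limma fit over the 20 membranes, with p-values adjusted over all features tested. Nothing states that the 4 membranes of an interval came from separate embryo samples, so standard errors (SE) and p-values measure the spread between membranes only, and their number limits the precision.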

The data discussed in this work have been deposited in NCBI-Gene Expression Omnibus [22], under GEO Series Accession No. GSE15000. We selected embryos at successive intervals and prepared SMART-cDNAs to hybridize on microarrays. We attempted to obtain homogeneous populations of embryos at each developmental interval to increase the temporal resolution of the expression profiles. To that end, we hand-selected embryos according to morphological criteria [3] at five intervals: stages 2-3, syncytial blastoderms (S2-3); stage 5, cellular blastoderm (S5); stages 6-7, gastrula (S6-7); and postgastrulation stages (S8-9 and S10-12). SMART-cDNA probes were evaluated for their temporal specificity using quantitative real-time PCR (qPCR) to amplify the transcripts of stage-specific genes (data not shown). After microarray hybridizations, the data files generated from the microarray images were processed to remove low-quality spots and normalized as described in Methods. 

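Spots of the mesoderm regulator sna (snail), printed as a positive control, passed the signal rule in 0 of 34 cases at S2-3, 13 at S5, 6 at S6-7, 3 at S8-9 and 7 at S10-12. For twi (twist), which also acts in the mesoderm, the numbers were 5, 16, 19, 12 and 8 of 34 in the same order. The heart and muscle regulator tin (tinman) passed in 8, 9, 22, 22 and 17 of 34 spots, and fog, which controls the shape change of invaginating cells, in 3 of 34 at S5 and in 0 of 34 elsewhere. Such pass counts are no measure of the level relative to RP49. On membranes A to C of S8-9 the median net signals of sna were 0.0503, 0.0232 and 0.0685, with RP49 at 0.0518, 0.0313 and 0.0755. At S6-7, where more sna spots passed, they were 0.0970, 0.0313 and 0.206, with RP49 at 0.157, 0.0547 and 0.669. None of sna, twi, tin and fog passed the filters on 2 membranes of S2-3, so none was tested. RP49 spots passed in 43 to 46 of 46 per interval. The coefficient of variation of RP49 spots per membrane was 21.3 to 36.7% at S2-3 and 48.0 to 125% at S5. It was 18.0 to 50.3% at S6-7, 24.2 to 46.1% at S8-9 and 52.1 to 78.9% at S10-12. At S5 their mean and median were 0.452 and 0.219 on membrane A, 0.366 and 0.162 on C and 0.0334 and 0.0357 on D. The scaling of S5 thus depends on which is taken. Among the other housekeeping genes the log2 difference of actin from S2-3 ranged from -0.43 to 0.75 and that of tubulin from 0.22 to 1.57, none of which passed the test. In the fit with the membrane letter as a replicate block, tubulin rose at S8-9 (1.57, adjusted p = 0.0065) and at S10-12 (1.13, adjusted p = 0.039), while scaled to the 75th percentile of each membrane its differences there were 0.27 and -0.01. Of the library spots, 22.7 to 94.4% per membrane passed, with a median of 42.6% at S2-3 and 77.6% at S6-7. Blank solvent spots passed in 0 to 34.7% of cases per membrane. Across genes within an interval, which are not independent replicates, the median Pearson's r was 0.917 between membranes A to C and 0.515 between membrane D and these, over 15 pairs each.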

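Amalgam (Ama), a secreted protein of the immunoglobulin superfamily, had the largest rise of the genes that passed the test. Its log2 difference from S2-3 was 6.06 (SE 0.90, n = 2 and 4 membranes, adjusted p = 1.9e-05) at S8-9, with values of 4.67 at S5, 4.76 at S6-7 and 5.44 at S10-12 that also passed. Neurotactin (Nrt), an adhesion molecule that binds Ama, rose by 4.60 (SE 0.87, n = 3 and 3 membranes, adjusted p = 5.4e-04) at S5. In the Bearded family, whose small proteins act in Notch signaling, Tom rose in all 4 intervals, by 2.74 at S5, 4.00 at S6-7, 5.04 (SE 0.77, n = 3 and 3 membranes, adjusted p = 1.9e-05) at S8-9 and 3.01 at S10-12. Ocho, of the same family, rose by 4.19 (SE 1.11, n = 2 and 2 membranes, adjusted p = 0.021) at S10-12, and BobA had values of 1.12, 1.06, 2.09 and 1.51 that did not pass. These 3 genes of the 6 in the family list were on the membranes. As a set they lay above the other features at S8-9, as they did under each scaling tried (median 2.82, adjusted p = 0.026 from limma's camera, adjusted p = 0.13 with an estimated correlation), and without membrane A or B fewer than 3 could be tested. Of the 3, 1, 1, 1 and 2 were higher in the 4 later intervals, 1, 1, 3 and 2 when adjusted over the list alone, and 3, 2, 3 and 3 with the membrane letter as a replicate block. In all, 14 of 154 genes tested were higher in at least 1 later interval at an adjusted p under 0.05. With the membrane letter (A to D) as a replicate block, 88 of 153 genes rose, BobA among them in each interval (adjusted p = 0.012, 0.023, 4.5e-04 and 0.0026), and Significance Analysis of Microarrays (SAM) called 60. Without membrane A the count was 2, and Nrt at S5 (3.98, adjusted p = 0.13), Ama at S5 (4.29, adjusted p = 0.062) and Tom at S5 (2.67), S6-7 (3.58) and S10-12 (2.52) no longer passed. Ama at S8-9, measured there on membranes A and D, could not be tested without either, and Ocho not without A, B or D. Without membrane B it was 4, with Tom at 2.71, 3.99 and 3.07 no longer passing at these intervals, and without membrane D it was 22.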

The results of this analysis showed that 118 genes (114 protein-coding genes and four ncRNAs) and five non-coding sequences were differentially expressed (False Discovery Rate (FDR) <5%) between any developmental interval and the reference interval (S2-3) as determined by Significance Analysis of Microarrays [23]. All of these genes were up-regulated at least at one of the examined intervals (Additional file 3: Genes up-regulated during embryo development). 

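CR40712, annotated as a non-coding gene, was lower than S2-3 with a log2 difference of -3.10 at S5 (SE 0.64, adjusted p = 6.9e-04), -2.66 at S8-9 and -1.83 at S10-12 with the membrane letter as a replicate block. In the same fit CG14641 was lower at S5 (-1.74, adjusted p = 0.033), and 0 genes were lower at S6-7. At S10-12 the calcium sensor Cam (-1.76, adjusted p = 0.022), CG34335 (-1.31) and Pdi, a protein disulfide isomerase (-1.29), were lower. Without the block, 0 genes were lower at an adjusted p under 0.05 from limma, with 1 at S5 and 1 at S8-9 under an unadjusted p of 0.05, and SAM gave 0. Of the 14 genes that were higher, 9 are in Additional file 3, a list the study chose on these samples and so not independent evidence, and Ama, CG12730, CG17090, Lac and ena are not. The median gene lay above S2-3 relative to RP49, by 0.85 at S5, 0.55 at S6-7, 0.93 at S8-9 and 1.08 at S10-12. Scaled to the 75th percentile of each membrane, these medians were -0.37, -0.47, -0.35 and -0.13, 11 genes were higher and 31 were lower. That percentile is taken over the library spots themselves, so a rise shared by much of the library is removed with it.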

Most of the remaining cDNAs corresponded to spots of low-intensity signal, suggesting that microarray hybridization failed to reach the sensitivity of the SSH procedure to detect low-abundance transcripts. In this regard, it has been shown that the sensitivity of microarray analysis is determined by the targets used to hybridize the membranes but not by the probes printed on them [24].

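CG14939 stayed under the signal rule on all 4 membranes of S2-3 and was at least 21.9-fold higher at S5, 19.3-fold at S6-7, 20.6-fold at S8-9 and 11.0-fold at S10-12. CG32043 was likewise at least 6.93-fold higher at S5, 20.5-fold at S6-7 and 2.78-fold at S10-12, and the axon guidance gene NetA (Netrin-A) at least 3.13-fold, 1.26-fold and 3.79-fold at the same intervals. These are bounds against the lowest signal that passed on each membrane of S2-3, or the gene's own signal there if it was brighter, and were not tested. In all, 27 of 259 genes stayed under the rule on every membrane of S2-3. At least 2 membranes measured 155 genes at S2-3, 209 at S5, 217 at S6-7, 203 at S8-9 and 199 at S10-12. The 141 genes outside Additional file 3 had 63.2% of their spots over the rule and a median log2 signal over RP49 of -2.24, against 74.3% and -1.74 for the 118 genes in it. At S2-3 alone the shares were 41.7 and 44.0%.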

Signal intensity data resulting from genes that were differentially expressed in the microarray experiments were used to generate scatter plots, representing the ratio for each gene between a given developmental interval (*y *axis) and the reference S2-3 (Figure 1). 

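At S5, 8 of 144 genes tested rose, among them skpA, a subunit of SCF ubiquitin ligases (3.33, SE 0.92, n = 3 and 2 membranes, adjusted p = 0.024), roX1, a non-coding RNA of dosage compensation (2.79), and sala (3.13). At S6-7, 7 of 153 rose, including the immunoglobulin-superfamily protein Lac (3.30), CG17090, a homeodomain-interacting protein kinase (3.76, SE 0.93, n = 4 and 2 membranes, adjusted p = 0.012), and the actin regulator ena (3.00). At S8-9, 7 of 142 rose, including skpA (4.26), roX1 (3.25), sala (3.94) and Thor, an inhibitor of translation initiation. At S10-12, 5 of 139 rose, including roX1 (3.73, SE 0.75, n = 4 and 3 membranes, adjusted p = 0.0015) and sala (2.96). Without membrane A, roX1 (2.50 at S5, 2.91 at S8-9 and 3.36 at S10-12), sala (2.76, 3.54 and 2.34) and Lac (3.24) no longer passed. Without membrane B, roX1 (2.57, 2.98 and 3.31), sala (2.78 at S5 and 2.20 at S10-12), Lac (3.50) and ena (2.87) no longer passed. With the membrane letter as a replicate block, 62 genes rose at S5, 38 at S6-7, 61 at S8-9 and 64 at S10-12, and SAM called 13, 13, 53 and 27. The numbers that rose were 0, 1, 1 and 1 without membrane A, 3, 1, 2 and 0 without B, 9, 11, 16 and 13 without C and 10, 10, 13 and 8 without D, where 3, 0, 1 and 2 fell.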

Relative to S2-3, the highest frequency of up-regulated genes was observed at S5 and 6-7, and by S10-12 a major fraction of genes exhibited similar expression levels with S2-3 (represented by the diagonal line in Figure 1). Thus, the temporal expression levels of genes isolated in our screen indicate that their expression patterns change throughout the developmental intervals and that these shifts differed from gene to gene.

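Sry-alpha, which acts in cellularization, had a mean log2 signal over RP49 of 2.45 at S5 and -1.25 at S6-7, a log2 difference of -3.70 (SE 0.72, n = 4 and 4 membranes, adjusted p = 0.0037) on membranes that did not overlap. Its spots printed as a positive control passed the signal rule in 16 of 30 cases at S5 and 17 at S6-7. On membranes A to C their median net signals were 0.214, 0.0681 and 0.152 at S5, with RP49 at 0.219, 0.0473 and 0.162. At S6-7 they were 0.0765, 0.0172 and 0.117, with RP49 at 0.157, 0.0547 and 0.669, a smaller fall relative to RP49. CG12730 rose at S5 by 3.98 (adjusted p = 0.019) and was lower at S6-7 than at S5, with a log2 difference of -3.49 (SE 0.86, n = 4 and 3 membranes, adjusted p = 0.035). CG6479 rose at S5 by 4.41 (SE 0.84, n = 3 and 3 membranes, adjusted p = 5.4e-04) and was lower at S6-7 than at S5, with a difference of -3.07 (SE 0.79). Of 202 genes tested between S5 and S6-7, these 3 changed, and with the membrane letter as a replicate block 1 rose and 4 fell. Without membrane A or B, 0 changed in limma's test, with Sry-alpha at -3.93 and -3.43, and without C 1 and without D 11 changed. The rise of CG6479 at S5 did not pass without membrane A (4.08, adjusted p = 0.13), nor that of CG12730 without membrane C (3.39, adjusted p = 0.078). Between later neighboring intervals limma called 0 genes at S8-9 against S6-7 (2 under an unadjusted p of 0.05) and 0 at S10-12 against S8-9 (5 unadjusted). The block fit called 1, Ocho, higher at S8-9 and 0 at S10-12, and SAM called 0 and 2 lower. From the ratios of each interval to S2-3, the paper concludes that the expression patterns of the isolated genes shift through development and that the shifts are not alike between genes.

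**Figure D1:**
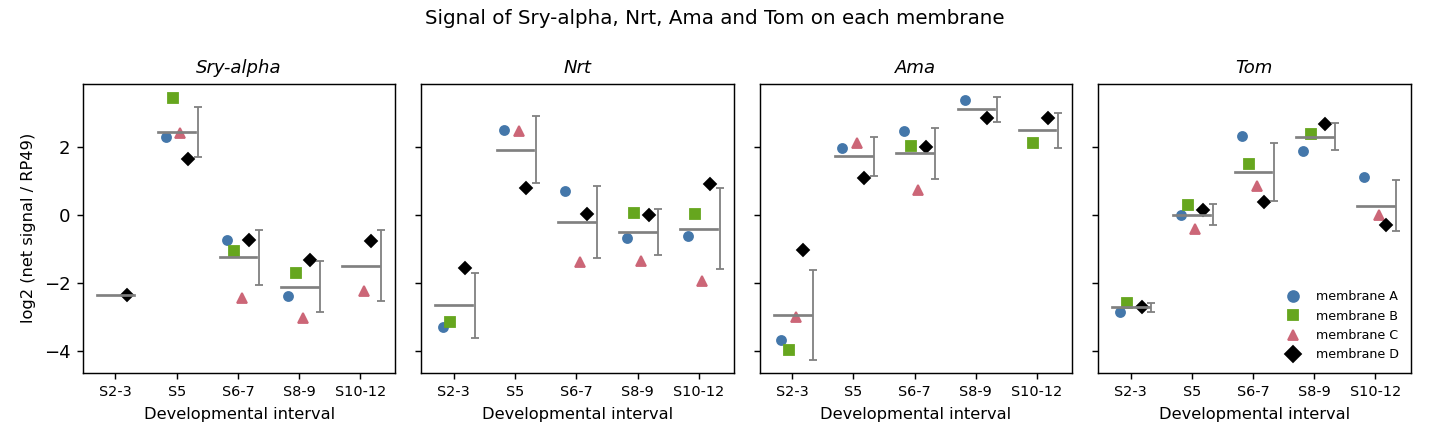
Log2 signal over RP49 (vertical axis) of Sry-alpha, Nrt, Ama and Tom in the 5 intervals (horizontal axis), with a point for each membrane that passed the filters, a grey line at the mean and a bar for the SD. Sry-alpha lies between 1.64 and 3.44 at S5 and between -2.46 and -0.73 at S6-7, and Tom has its highest mean, 2.31, at S8-9.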

**Figure 1:**
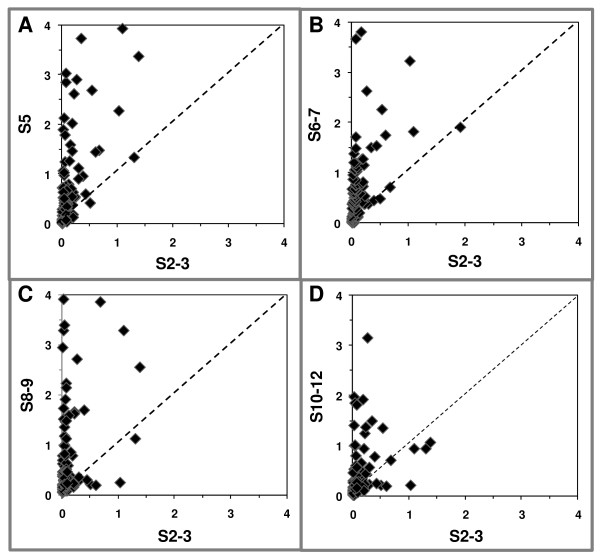
**Up-regulation of subtracted transcripts during development**. In each graph, the normalized hybridization signal intensities of genes whose expression changed significantly between any developmental interval and the reference interval were plotted on the *y *axis for stages 5 (S5; A), 6-7 (S6-7; B), 8-9 (S8-9; C) or 10-12 (S10-12; D), and on the *x *axis for stages 2-3 (S2-3). The diagonal line indicates no change in expression.

We compared the genes that were identified as up-regulated in this study with available data from reports on global gene expression analyses during *D. melanogaster *development (Additional file 3: Genes up-regulated during embryo development). Despite the differences in the procedure to obtain the cDNAs and in the hybridization techniques, we found that 27% of the up-regulated genes (*N *= 118) reported here were described as transiently expressed during early embryogenesis, as described [13], including genes previously characterized (*N *= 18) and unidentified genes (*N *= 15). Moreover, 17% of the genes that changed their expression levels during early stages of development belong to the group of early zygotic genes [12], whereas 8.5% of them (CG12420, CG4440, CG8960, *ptr*, *inx3*, *Kp78b*, CG13333, CG13427, *sep5*, CG6234) correspond to genes that were classified as specifically expressed during cellularization [25]. 

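Of these 10 genes, all on the membranes, 3 or 4 per interval could be tested. CG8960 had a log2 difference from S2-3 of 1.01 at S5, 2.08 at S6-7 and 2.27 (SE 0.81, n = 4 and 3 membranes, adjusted p = 0.093) at S8-9. CG12420 had values of 1.03 at S5, 0.94 at S6-7, 1.41 at S8-9 and 1.19 at S10-12, with an SE of 0.77 at S5. CG13427 had 2.47, 2.01, 1.33 and 1.13 (SE 1.76 at S5, n = 2 and 2 membranes), and 5.58, 5.48, 4.65 and 3.17 on membrane D alone. KP78b, a protein kinase, had 0.37 at S6-7, 0.81 at S8-9 and 1.06 at S10-12. CG4440, the gap junction gene inx3, the septin Sep5 and CG13333 passed the filters at S2-3 on membrane D alone and were not tested. Their single differences there (n = 1 and 1 membrane) were 1.52, 1.59, 2.25 and 1.11 for CG4440, 1.55, 1.62, 1.75 and 1.78 for inx3, 0.47, 0.21, 0.69 and 0.48 for Sep5 and -0.79, -0.78, -0.52 and -0.39 for CG13333. At an adjusted p under 0.05 from limma 0 of the tested genes rose in any of the 4 later intervals. The counts were 0, 0, 1 and 0 when adjusted over the list alone, 0, 1, 1 and 0 under an unadjusted p of 0.05 and 0, 1, 2 and 0 by SAM. The list's medians were 1.03, 1.48, 1.37 and 1.13 (adjusted p = 0.83, 0.61, 0.74 and 0.94 from camera), and -0.10, 0.48, 0.26 and 0.33 with each membrane scaled to its 75th percentile. Under a replicate block by membrane letter 2, 3, 3 and 2 genes rose, 2, 4, 4 and 3 when adjusted over the list alone, with CG8960 at 2.16 at S8-9 (adjusted p = 6.6e-04), CG12420 at 1.69 (adjusted p = 0.0030) and CG13427 at 3.07 at S6-7 (adjusted p = 0.023).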

Finally, we found that 12% of the genes recovered from our microarray hybridization have been described as genes differentially expressed between gastrula and syncytial blastoderm stages [26].

When we analyzed the genes that significantly increased their expression levels in least at one interval compared with the S2-3, we distinguished the following classes: 63 genes have a phenotype or molecular function reported in the literature and have a name assigned; the remaining 55 genes either lack a name but have an assigned CG number, or have a name but are not functionally characterized. For 27 genes of these two last classes a GO term has been assigned on the basis of homology with known protein domains or genes in other species, whereas the remaining 28 genes are essentially uncharacterized. For some of them we were able to predict signal peptide sequences and/or transmembrane regions (Additional file 3: Genes up-regulated during embryo development).

Using data derived from the 114 protein-coding genes and four ncRNA genes, a clustering analysis was performed to group genes with similar expression profiles over the five developmental intervals (Figure 2). The analysis revealed three distinct patterns of gene expression along the developmental stages examined. 

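Thor, which inhibits translation initiation and belongs to cluster 1 of Additional file 3, rose 6.97-fold at S8-9 (log2 SE 0.80, n = 3 and 3 membranes, adjusted p = 0.036), the 1 gene of the cluster that rose. It had log2 differences of 2.14 at S5, 1.65 at S6-7 and 2.16 at S10-12, which did not pass, whereas with the membrane letter as a replicate block it rose in each interval (adjusted p = 4.3e-05, 7.2e-04, 1.2e-05 and 4.5e-05) and SAM called it at S5, S8-9 and S10-12. The S8-9 value did not pass without membrane A (2.89, adjusted p = 0.66) or without membrane B (2.72, adjusted p = 0.66). Of the 36 genes of the cluster 20 were measured in all 5 intervals, and the mean signal over RP49 was highest at S2-3 for 2 of them, at S5 for 8, at S6-7 for 1, at S8-9 for 4 and at S10-12 for 5. The Hedgehog receptor ptc and stumps, of fibroblast growth factor signaling, had their highest mean at S5. Of 24, 23, 23 and 21 genes tested at S5, S6-7, S8-9 and S10-12, 0, 0, 1 and 0 rose (5, 2, 3 and 3 under an unadjusted p of 0.05, 2, 0, 7 and 3 by SAM), with medians of 1.00, 0.29, 0.69 and 0.85, and of -0.18, -0.63, -0.42 and -0.23 scaled to the 75th percentile. In the fit with the membrane letter as a replicate block the maxima were 2, 9, 2, 3 and 4 in the order of the intervals, and 10, 6, 7 and 9 genes rose. The study formed the cluster from these samples, so its counts are not independent evidence of a direction.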

The first group (blue bar) contains genes that show maximal activity at S6-7 and a rapid decrease in gene expression at later stages, indicating that our approach yielded a cDNA population enriched in transcripts corresponding to genes expressed during gastrulation. As an example, we analyzed gene composition in this cluster and found transcripts encoding proteins known to play roles during gastrulation, such as the transcriptional regulator *brk*, which is expressed in the neurogenic ectoderm and restricts the expression of Decapentaplegic (Dpp) target genes to the dorsal ectoderm [27], *tup*, a target of Dpp and member of the ush-group of genes required for amnioserosa maintenance [28], and *trn*, a transmembrane protein containing extracellular leucine-rich repeats [29]. 

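The transcriptional repressor brk had a log2 difference from S2-3 of 0.20 at S5 (SE 0.89, n = 3 and 4 membranes), -0.28 at S6-7, -0.18 at S8-9 and 0.92 at S10-12, and passed the test in none of them (adjusted p = 0.92, 0.94, 0.90 and 0.50 from limma). The cell-surface protein trn had 0.76 at S5, 1.47 at S6-7 (SE 0.96, n = 4 and 3) and 1.86 at S10-12, none of which passed, and was measured on 1 membrane at S8-9. The LIM-homeodomain gene tup passed the filters at S2-3 on membrane A alone. Its differences there were -0.35, 0.92, 0.56 and 0.69 in the 4 later intervals (n = 1 and 1 membrane, not tested). The mean log2 signal of tup over RP49 was -2.94 ± 1.18 (SD, n = 4) at S5 and -2.17 ± 0.59 (SD, n = 4) at S6-7. With the membrane letter as a replicate block, brk (adjusted p = 0.10 at S10-12) and trn (adjusted p = 0.20) again did not pass.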

The second and third groups (green and red bars, Figure 2) contain genes that showed a pattern of successive increase and decrease in gene expression, with peaks of expression at S5 and S8-9. 

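The groups are taken here by the cluster numbers of Additional file 3, which may not match the groups of the text. In the third group roX1 and Ocho had their highest mean signal over RP49 at S10-12, Tom at S8-9 and Nrt at S5, and in the second group sala had it at S8-9. Of the 37 genes of the second group, 26 were measured in all 5 intervals, and the highest mean was at S2-3, S5, S6-7, S8-9 and S10-12 for 1, 3, 1, 7 and 14 of them. Of the 45 genes of the third group 22 were so measured, and the numbers were 1, 4, 1, 6 and 10. In the second group 2, 2, 2 and 1 of 29, 29, 28 and 27 genes tested rose in the 4 later intervals, with medians of 0.83, 0.62, 0.93 and 1.24, and in the third 4, 1, 3 and 3 of 24, 27, 25 and 26, with medians of 1.38, 1.03, 1.48 and 1.55. With each membrane scaled to its 75th percentile the medians were -0.39, -0.35, -0.35 and 0.05 in the second and 0.27, 0.00, 0.31 and 0.49 in the third group. Under a replicate block by membrane letter 10, 5, 12 and 14 genes of the second and 17, 14, 17 and 18 of the third rose. In this fit the third group lay above the other features (adjusted p = 0.023, 0.023, 0.022 and 0.023 from camera, and adjusted p = 0.45, 0.51, 0.45 and 0.51 with an estimated correlation), and without the block it did not (adjusted p = 0.053, 0.19, 0.067 and 0.098). The study formed both groups on these samples, so their direction is not independent evidence.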

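HmgZ, a high-mobility-group chromatin protein of cluster 2 of Additional file 3, had a log2 difference of -2.01 (SE 0.92, n = 4 and 3 membranes) at S10-12 against S8-9, and CG7956, of the same cluster, had 1.95 (SE 0.92, n = 2 and 4 membranes). In cluster 3, Tom had -2.04 (SE 0.77, n = 3 and 3 membranes) between these intervals. None of these passed limma's test, and Tom was called lower by SAM. Of 32 genes of cluster 2 tested at S10-12 against S8-9, the mean was lower for 11 and higher for 21, with a median of 0.21. Of 35 genes of cluster 3, it was lower for 17 and higher for 18, with a median of 0.09. In limma's test 0 genes of either cluster changed, with 2 and 1 under an unadjusted p of 0.05, 0 with the membrane letter as a replicate block, and 0 and 1 by SAM. Against S2-3, 42.1% of the 126 genes measured in all 5 intervals lay within 2-fold at S10-12, 53.2% at S8-9, 69.8% at S6-7 and 50.0% at S5. For the 68 of them in Additional file 3 the shares were 33.8, 44.1, 61.8 and 44.1%. The 126 genes had to pass the filters on at least 2 membranes of each interval, which leaves out genes that are dim at S2-3. At S10-12 the share of all genes was 24.2% of 207 with no signal filter and 68.3% of the 126 with each membrane scaled to its 75th percentile. Without membrane D, which has no dap spots, it was 55.9% of 68 genes scaled to RP49 and 25.0% of 68 scaled to dap alone. The dap level of membrane C is weakly measured, since 1, 15, 3, 11 and 8 of 20 spots there passed the signal rule from S2-3 to S10-12. Spots under the rule entered that level.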

In the second group (green bar), several of the genes showed a rapid decrease in expression at S10-12, whereas most of genes in group 3 (red bar) remained active at those late stages of embryogenesis.

**Figure 2:**
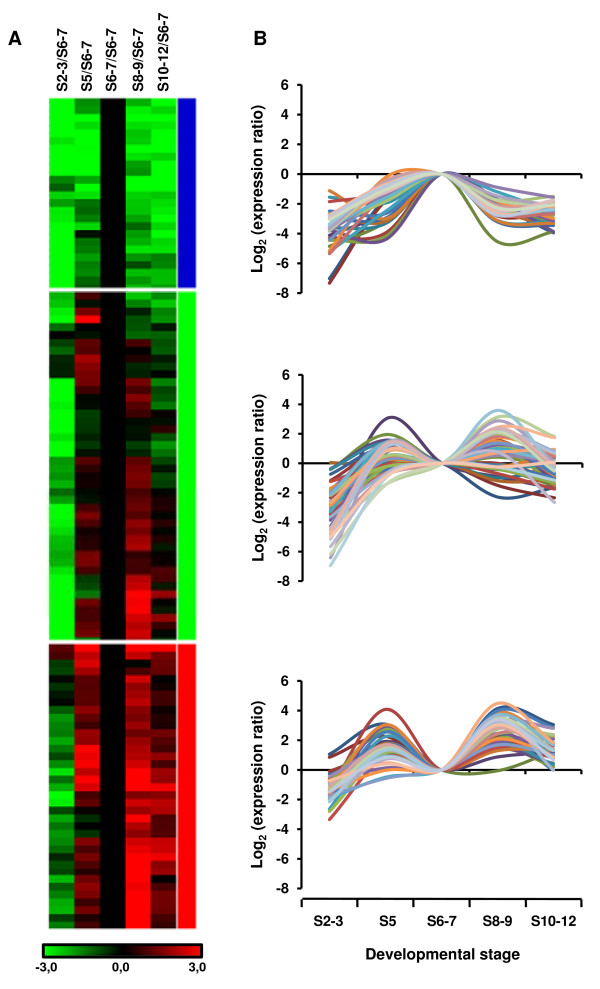
**Cluster analysis of microarray data**. (A) Hierarchical clustering was used to group the up-regulated genes (false discovery rate < 5%) based on similar expression patterns over the five developmental intervals examined (S2-3, S5, S6-7, S8-9 and S10-12 embryos, indicated above the columns). Gene expression patterns are evident across the rows. Increased and decreased expression compared with the mean expression of the S6-7 sample for each gene is shown in red and green, respectively. Green indicates log_2 _ratios < 0, and red indicates values >0. Three main gene groups were resolved and indicated by color bars shown to the right of the figure. (B) Graphs indicate genes that displayed a similar time-dependent expression pattern. *y *axis: log_2 _of expression ratio between each developmental interval and S6-7; *x *axis: developmental intervals.

The majority of the genes detected as up-regulated in our microarray analysis (69.5%) are contained within these two groups (red and green bars). They show peak expression during embryo cellularization, a transcriptional profile that seems consistent with the evidence that zygotic transcription starts at the beginning of cellular blastoderm formation [2] and with large-scale transcriptome analyses during *D. melanogaster *embryogenesis [12,13,25]. 

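On membrane D, the 1 membrane on which Sry-alpha passed the filters at S2-3, its log2 difference from S2-3 was 4.01 at S5, 1.63 at S6-7, 1.03 at S8-9 and 1.61 at S10-12 (n = 1 and 1 membrane, not tested). Spots of Sry-alpha printed as a positive control passed the signal rule in 0 of 30 cases at S2-3, 16 at S5, 17 at S6-7, 4 at S8-9 and 0 at S10-12. SNCF, another of the genes of the machinery of cellularization listed here, had 1.20 at S5 (SE 0.73), -0.12 at S6-7 and -0.49 at S8-9, and the mitotic cyclin CycB3 had 0.49, 1.28, -0.14 and 0.85 in the 4 later intervals. Of 14 genes in this list 6 were on the membranes, these 2 were tested, and 0 rose in limma's test, 0 under an unadjusted p of 0.05, 0 when adjusted over the list alone and 0 by SAM. In the fit with the membrane letter as a replicate block SNCF rose at S5 (1.20, adjusted p = 0.048) and CycB3 at S6-7 (1.54, adjusted p = 0.031), while with each membrane scaled to its 75th percentile these differences were -0.04 and 0.48.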

Among the genes with peak expression in S5, we recovered the *sry-α *gene, which encodes a protein essential for membrane invagination that is specifically required during cellularization [30]. Other genes showed more sustained expression at later stages of embryogenesis, for example: a) developmentally regulated transcription factors (*hth*, *Kr*, *h*, *ci*) with known expression patterns and roles in early embryonic development [31-34]; b) transmembrane proteins, such as *ptc*, the receptor of the morphogen Hedgehog [35,36] and *Nrt*, a cell adhesion molecule that initiates its expression during cellularization, and later on is restricted to neuronal precursors [37]; and c) components of intracellular signaling pathways, such as *stumps *(*dof*) that functions downstream of the fibroblast growth factor receptor during mesoderm migration and tracheal branching [38], and *vn*, a ligand of the epidermal growth factor receptor that participates in the patterning of the neuroectoderm during gastrulation [39].

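Kr, a gap gene, had log2 differences from S2-3 of 0.93, 0.82, 1.62 and 2.46 in the 4 later intervals (SE 1.22 at S10-12, n = 4 and 3 membranes), and hth, a homeodomain cofactor, had 0.73, 0.11, 1.45 and 1.64. Neither passed the test, whereas with the membrane letter as a replicate block Kr rose in each interval (1.55, 1.44, 2.23 and 3.07, adjusted p = 0.0036, 0.011, 1.4e-04 and 3.2e-06) and hth at S5 (1.22, adjusted p = 0.030), S8-9 (1.91) and S10-12 (adjusted p = 3.1e-04). With each membrane scaled to its 75th percentile, Kr at S5 and S6-7 was -0.20 and -0.03, and hth -0.31 and -0.74. The pair-rule gene h was measured at S2-3 on membrane D alone, with differences of 1.95, 1.56, 1.33 and 1.60 there, and ci, of the Hedgehog pathway, on membrane D in the later intervals and not at S2-3. The receptor ptc had 1.81, 0.89, 1.41 and 0.58, and rose in each interval with the block (2.36, 1.29, 1.81 and 1.12, adjusted p = 2.5e-04, 0.020, 8.9e-04 and 0.038). At S6-7, S8-9 and S10-12 Nrt had 2.46, 2.17 and 2.27 (SE 0.82 at S10-12), and 2.81, 2.43 and 2.53 with the block, where each passed (adjusted p = 0.0031, 0.0019 and 0.0019). For stumps the values were 2.26, 1.62, 2.06 and 1.84 (SE 0.93 at S5, n = 2 and 3 membranes), and with the block 2.59, 1.89, 2.02 and 2.09, each past the threshold (adjusted p = 0.0018, 0.0036, 0.0039 and 0.0023). The ligand vn was measured on membrane D alone, with differences of 0.83, 1.19, 1.55 and 1.64 (n = 1 and 1 membrane, not tested).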

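With the replicate block slp1, a pair-rule gene, rose at S6-7 (1.91), Gp150, of Notch signaling, at S8-9 (1.78) and the Slit receptor lea at S10-12 (1.82). CG4500, a putative fatty-acid ligase of the mesoderm list, rose at S8-9 (1.13) and S10-12 (1.16) in the same fit. Of 23 transcription factors of segmentation and patterning 10 were on the membranes, and Kr, hth, slp1 and brk could be tested. In limma's test 0 of them rose, over all features or over the list alone, with 0, 1, 0 and 0 under an unadjusted p of 0.05 in the 4 intervals, 0, 1, 2 and 1 by SAM and 2, 2, 2 and 2 with the block. The list's medians were 0.83, 0.47, 1.45 and 1.64, and -0.25, -0.38, 0.26 and 0.62 with each membrane scaled to its 75th percentile. In the axon guidance and neural adhesion list 5, 5, 4 and 5 of 7 genes were tested and 1, 0, 0 and 0 rose, 1, 1, 1 and 1 over the list alone, 1, 1, 3 and 3 by SAM and 1, 1, 2 and 3 with the block, with medians of 0.76, 1.21, 1.69 and 1.86 that became -0.64, 0.25, 0.34 and 0.51 at the 75th percentile. Camera gave adjusted p = 0.94, 0.94, 0.92 and 0.67 for the first of these lists, where at least 3 genes were measured in each interval, and 0.62, 0.46, 0.71 and 0.38 for the second.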

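In the mesoderm list, 7 of 13 genes were on the membranes, and stumps and CG4500 were tested. In limma's test 0 rose, 1, 0, 0 and 0 over the list alone, 1, 1, 1 and 1 under an unadjusted p of 0.05, 1, 0, 2 and 1 by SAM and 1, 1, 2 and 2 with the block, with medians between 1.42 and 1.90, and of 0.65, 0.43, 0.27 and 0.73 at the 75th percentile. Of 10 genes of Hedgehog and Wnt signaling 5 were on the membranes, ptc and nkd were tested and 0 rose, over all features or over the list alone, with 1, 0, 0 and 0 unadjusted, 0, 0, 1 and 0 by SAM and 1, 1, 1 and 1 with the block, there ptc in each case. The medians of this list, 1.35, 1.10, 1.15 and 0.58, became -0.05, 0.20, -0.08 and -0.27 at the 75th percentile. In the list of EGF and FGF signaling 3 of 10 genes were on the membranes and stumps alone could be tested, with an unadjusted p under 0.05 in each interval.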

On other hand, 38 genes (39%) have not been experimentally characterized in *D. melanogaster*; however, several of them encode products having sequence similarity to known proteins or containing conserved domains (Additional file 3: Genes up-regulated during embryo development). Among the genes encoding products with conserved domains, we found *patched-related *(*ptr*, CG11212), a transmembrane protein containing a sterol-sensing domain. 

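Ptr stayed under the signal rule on all 4 membranes of S2-3. Its signal was at least 4.64-fold higher at S5, over the 4 membranes that measured it, and 5.99-fold at S6-7 over 3. At S8-9 the log2 difference was at least 2.03, over 3 membranes. The mean log2 signal of Ptr over RP49 was -2.01 ± 1.44 (SD, n = 4) at S5, -1.76 ± 0.88 (SD, n = 3) at S6-7 and -2.21 ± 1.01 (SD, n = 3) at S8-9. At S10-12 Ptr was measured on 1 membrane, with a value of -0.35, and no bound is given.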

We recently cloned the full-length cDNA of *ptr *and compared the amino acid sequence identity of the encoded protein among sterol-sensing domain-containing proteins from different species of insects and vertebrates, finding that Ptr belongs to a divergent, previously uncharacterized class of insect transmembrane protein. We also have demonstrated that *ptr *expression is developmentally regulated, being preferentially expressed in early embryo stages [40].

To validate the gene expression profiles, qPCR analyses were performed for four genes (CG11212, CG6234, CG1225 and CG17957) at selected developmental stages, using independently isolated batches of total RNA extracted from staged embryos. Even though the quantities of transcripts detected could not be compared because of the different methods of estimation, the patterns of expression obtained via qPCR closely paralleled the microarray data (Figure 3).

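CG6234 passed the filters at S2-3 on membrane D alone, where its log2 difference from S2-3 was 2.06 at S5, 1.81 at S6-7, 2.11 at S8-9 and 1.85 at S10-12. RhoGEF3 (CG1225), which encodes a putative guanine nucleotide exchange factor, was also measured at S2-3 on membrane D alone, with 1.26, 1.64, 1.92 and 1.42. Each is a difference between 2 single membranes (n = 1 and 1), so no test could be made. From the array and qPCR profiles of these and 2 further genes the paper states that both methods gave closely matching patterns (Fig. 3).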

**Figure 3:**
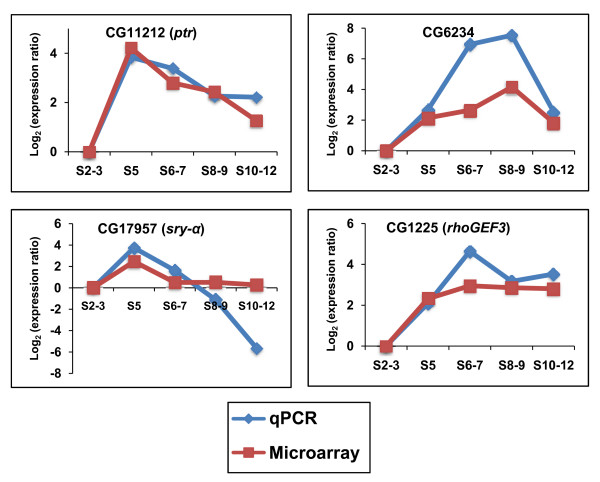
**Comparison between qPCR and microarray results for selected genes**. qPCR was done for four clones from Clusters 2 and 3 using template cDNAs obtained from stage 2-3 (S2-3), 5 (S5), 6-7 (6-7), 8-9 (S8-9) and 10-12 (S10-12) embryos. To calculate the ratios of expression for qPCR and microarray assays, data for S2-3 embryos were used as reference. The results are presented as the average of log_2 _ratios from replicate qPCR and microarray experiments.

### Spatial distribution of genes

To illustrate the spatial pattern of expression of genes differentially expressed in our microarray analysis, 28 genes were selected for *in situ *hybridization assays. Five of them corresponded to genes previously characterized (see below) with known patterns of expression, whereas the other 23 were selected among uncharacterized genes (Additional file 3: Genes up-regulated during embryo development). 

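Sala, CG6479 and CG10035, which encode uncharacterized proteins with predicted signal or transmembrane sequences, rose in at least 1 interval. CG5059, of the same list, had log2 differences from S2-3 of 1.96, 1.49, 1.85 and 1.99 in the 4 later intervals (SE 0.78 at S5), and passed the test with the membrane letter as a replicate block (2.35, 1.87, 2.24 and 2.37, adjusted p = 5.0e-05, 8.9e-04, 1.0e-04 and 4.9e-05). CG17734 had 1.32, 1.25, 1.45 and 0.87, and in the block fit rose at S5 (1.28, adjusted p = 0.011), S6-7 (1.25) and S8-9 (1.45). Of 19 such genes in Additional file 3, 13, 13, 13 and 12 were tested and 2, 1, 2 and 1 rose, 3, 2, 3 and 1 when adjusted over the list alone, 3, 3, 10 and 3 by SAM and 10, 10, 8 and 7 with the block. The medians were 1.38, 1.33, 1.45 and 1.27, against 0.76, 0.48, 0.91 and 1.05 for the other features, and 0.23, 0.48, 0.31 and 0.38 with each membrane scaled to its 75th percentile. Camera gave adjusted p = 0.053, 0.053, 0.15 and 0.38, and with the block the list lay above the other features at S5 (adjusted p = 0.042) and S6-7 (adjusted p = 0.023), though not with an estimated correlation (adjusted p = 0.45 for both). The study took the genes from those it had called on these samples, so the list's direction is not independent evidence.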

As 19 of 55 uncharacterized genes recovered from our microarray analysis encoded putative secreted or transmembrane proteins, we selected 15 of them to examine whether they displayed restricted patterns of expression in the developing embryo that might imply potential developmental roles. We chose to characterize genes encoding putative secreted or transmembrane proteins because they are expected to be active and play an important role in the temporal and spatial coordination of early *D. melanogaster *embryogenesis. In fact, secreted and membrane proteins have been reported to play a critical roles in *D. melanogaster *embryogenesis, as indicated by the functional characterization of genes involved in the Hedgehog [41], Dpp [42], and Wingless [43] signaling pathways, among others. Additional genes examined by *in situ *hybridization encoded products with conserved protein domains, such as DH-PH, metalloprotease, acetyltransferase, SH3, and phosphatase, and one mRNA-like ncRNA (Additional file 3: Genes up-regulated during embryo development).

Expression patterns obtained after *in situ *hybridization analysis were categorized as 'ubiquitous' (29%), if similar levels of expression were observed in all tissues, and as 'restricted' (71%), if transcripts were localized to just a few regions of the embryo in at least one of the stages examined. The expression patterns of all the restricted genes (20 of 28 tested genes) and one ubiquitous gene are illustrated in Figure 4; they correspond to 16 previously unidentified and five characterized genes: *ci *(CG2125; [34]), *ventrally expressed protein-D *(CG33200; [44]), *Esp *(CG7005; [45]) *trn *(CG11280; [29]) and *Atx-1 *(CG4547; [46]). In Figure 4, *in situ *images were ordered according to developmental time to allow visual correlation between microarray profiles and gene expression as revealed by the *in situ *assays. We categorized the expression changes (see Figure 4 legend) and represented each category with a color bar, using S2-3, with the lowest expression value (Mgev_i _= 0, black bar), as a reference. As expected, undetectable or very weak expression was observed for the entire set of genes at S2-3 (Figure 4). 

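Atx-1, the fly homolog of ataxin-1, had log2 differences from S2-3 of 1.38, 0.61, 1.39 and 1.58 at S5, S6-7, S8-9 and S10-12 (SE 0.91 each, n = 3 and 3 membranes). None passed the test, while with the membrane letter as a replicate block Atx-1 rose at S5 (adjusted p = 0.0088), S8-9 (1.58, adjusted p = 0.015) and S10-12 (1.58, adjusted p = 0.012). With each membrane scaled to its 75th percentile its differences were 0.34, -0.20, 0.11 and 0.08. The gene ventrally-expressed-protein-D (CG33200) was measured at S2-3 on membrane D alone, with differences there of 1.14, 0.74, 2.19 and 2.73, and 4 membranes measured it at S8-9 and at S10-12. The transcription factor ci (CG2125) passed the filters on membrane D of the later intervals and on no membrane of S2-3, with log2 signals over RP49 of -0.83 at S5, -0.47 at S6-7, -0.60 at S8-9 and -0.37 at S10-12 (n = 1 membrane each). The values of trn did not pass the test with or without the block.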

The five characterized genes reproduce the expression patterns described in the literature and showed good correlation between microarray and *in situ *image data (Figure 4 panels c1-c5). In the case of uncharacterized genes with restricted patterns of expression, we found that *in situ *images of gene expression were consistent with the microarray results (Figure 4, compare blue staining and color bars). 

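CG10035 rose by a log2 difference of 2.96 (SE 0.88, n = 3 and 2 membranes, adjusted p = 0.048) at S8-9, and had 2.37 at S5, 2.65 at S6-7 and 2.00 at S10-12. Without membrane A its S8-9 value did not pass (2.74, adjusted p = 0.71), and with the membrane letter as a replicate block all 4 passed (adjusted p = 0.0036, 0.0024, 0.0012 and 0.014). CG31253 had 1.49, 0.79, 1.51 and 1.60 (SE 0.88 each, n = 4 and 3 membranes), and rose in each interval with the block (1.96, 1.25, 1.98 and 2.07, adjusted p = 2.6e-04, 0.017, 2.4e-04 and 1.9e-04). CG31607 had 1.38, 1.65, 2.54 and 1.36 (SE 1.29 at S5, n = 3 and 4), and passed with the block at S6-7 (adjusted p = 0.017). The ncRNA gene CR32477 had -0.10, 0.21, 0.51 and 0.91 (SE 0.79, n = 4 and 4), and passed with the block at S10-12 (adjusted p = 0.042), while it was lower than S2-3 with quantile scaling at S6-7 (-1.61) and S8-9 (-1.57) and at the 75th percentile at S5 (-1.34). CG5888 and CG8654 were measured at S2-3 on membrane A alone, where the differences were 2.06, 1.87 and 1.89 at S5, S6-7 and S8-9 for CG5888, which was also above S2-3 at S10-12, and for CG8654 -0.62 at S5, 0.79 at S6-7 and 1.03 at S10-12. The scavenger receptor Sr-CII, the 1 gene of 9 listed for hemocytes and yolk that was on the membranes, was also measured at S2-3 on membrane A alone, with 3.79, 4.26, 5.69 and 5.52 there (n = 1 and 1 membrane, not tested). Among 15 genes listed for amnioserosa and dorsal ectoderm 5 were on the membranes, and of the 2 tested, CR32477 and egr, a tumor necrosis factor homolog, 0 rose in limma's test, 0 under an unadjusted p of 0.05 and 0 when adjusted over the list alone. SAM called 0, 0, 1 and 0 and the block fit 0, 0, 0 and 1. The list's medians were 0.23, 0.74, 0.88 and 1.04, and -1.09, -0.30, -0.49 and -0.09 scaled to the 75th percentile.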

For gene CG2915, however, we could not correlate microarray data with *in situ *images of its expression at S8-9 (panel d). 

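CG2915 was measured on membrane D of each later interval and on no membrane of S2-3, so that its difference from S2-3 is not known. Its log2 signal over RP49 was -0.05 at S5, 0.26 at S6-7, -0.16 at S8-9 and 0.74 at S10-12, with 1 membrane each and no estimate of its spread. No value of CG2915 on membranes A to C passed the filters.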

If the expression level of CG2915 is low and it is expressed only in a subset of cells, as is shown in the *in situ *image, it is possible that the microarray results from the whole-animal experiment may not have been sensitive enough to detect gene expression changes, resulting in a disparity with the microarray expression profile. For seven of the uncharacterized genes the expression patterns described here confirmed the *in situ *data available at BDGP gene expression database [47].

**Figure 4:**
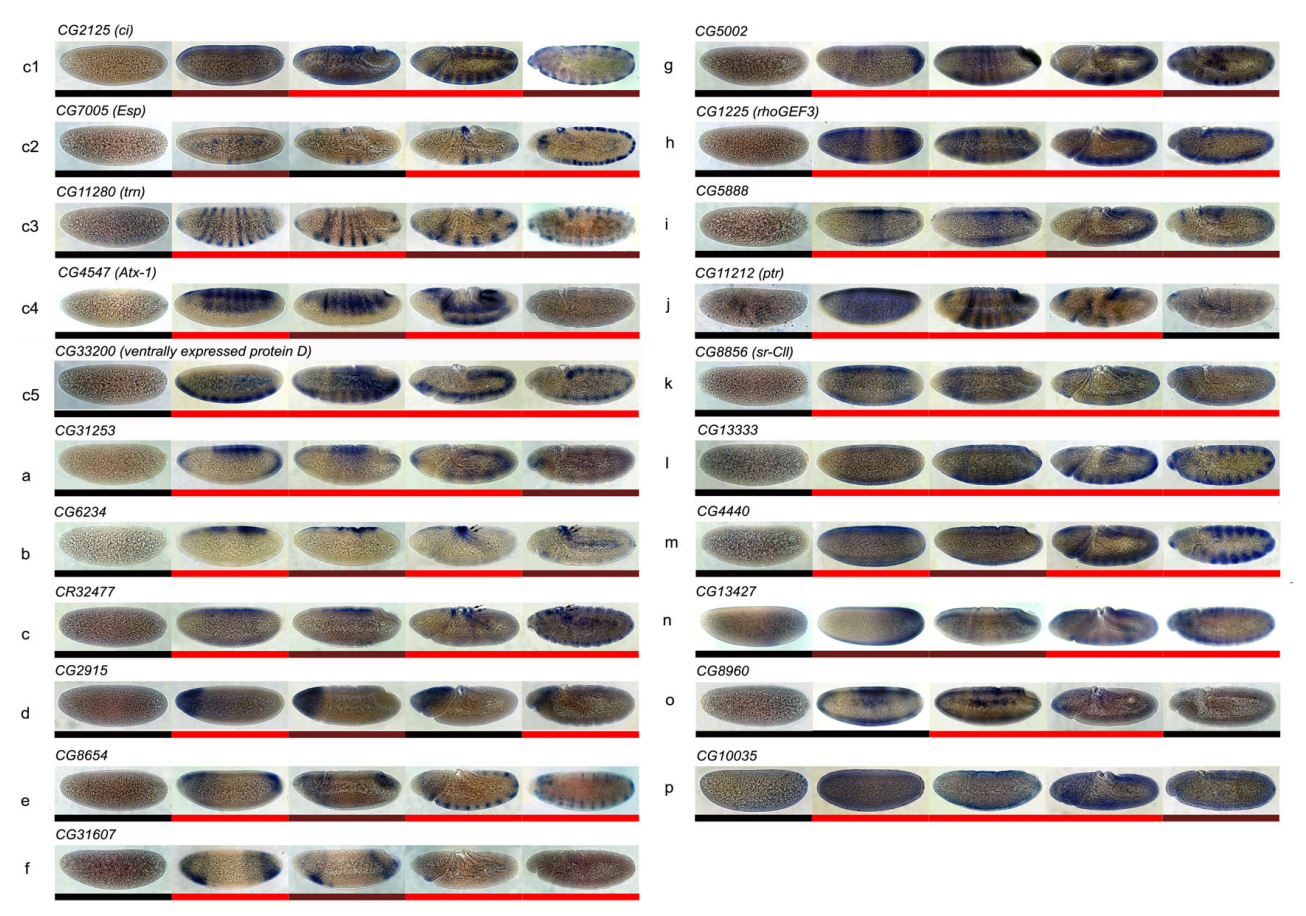
***In situ *hybridization of selected genes**. Representative images of whole-mount *in situ *hybridizations ordered according to developmental time to allow visual correlation with the corresponding microarray profile (from left to right: stages 2-3, 5, 6-7, 8-9, and 10-12). Embryos are oriented with the anterior region to the left and the dorsal region facing upward; all are lateral views. Gene symbols are indicated above the series of images. To compare the expression profile obtained by our microarray study and *in situ *hybridizations we transformed the gene expression values as follows: normalized intensity values (IV_i = stages 2-3, 5, 6-7, 8-9, 10-12_) of each gene at each developmental interval were used to build a gene expression vector (gev) with coordinates calculated as gev_i _= log_2 _(IV_i_/IV_S2-3_). Then, gev_i _arithmetic means (Mgev) for each gene were used to build a color scale according to the following rules: black, gev_i _= 0; dark red, 0 < gev_i _≤ 0.5 Mgev; red, gev_i _≥ 0.5 Mgev. The scale is represented by color bars at the bottom of each series of *in situ *images. Known genes, c1 to c5; uncharacterized genes, a to p.

A significant fraction of the uncharacterized genes included in this assay exhibited spatially restricted patterns of expression during embryogenesis, including 12 of the 15 genes that encode putative secreted or transmembrane proteins, suggesting that they might play roles in development. In the cellular blastoderm and gastrula stages, several transcripts were asymmetrically distributed along the dorsoventral (Figure 4, panels a to c) or anteroposterior (Figures 4, panels e to i) axes. Other transcripts showed a more uniform distribution at the cellular blastoderm stage; some of them refined their expression pattern during gastrulation (CG11212, panel j, Figure 4) or after germ band extension (panels k to n, Figure 4), one of them became undetectable at later stages of embryogenesis (panel o, Figure 4), and one remained ubiquitous (panel p, Figure 4).

Two genes (CG6234 and CR32477) showed highly restricted distributions at the cellular blastoderm stage and a similar pattern of expression along the developmental stages examined (compare panels b and c in Figure 4), suggesting a shared gene regulation and/or functional relationship. Their transcripts were first detected at S5 in the dorsal-most cells of the embryo, and this expression pattern persisted during gastrulation to become enriched in the cells of the amnioserosa at later stages of embryogenesis (black arrows in panels b and c, Figure 4). Thus, the expression pattern of CG6234 and CR32477 suggests that these genes might be involved in the early events of amnioserosa formation. Consistent with the asymmetrical distribution of CG6234 transcripts along the dorsoventral axis, CG6234 seems to be an ectodermic transcriptional target of the Dorsal morphogen [48]. This gene encodes a protein that lacks any conserved domains or significant sequence similarity in the databases, thus precluding making inferences about its function(s) or interaction with other proteins. However, the CG6234 deduced amino acid sequence includes a predicted signal peptide at its amino terminus and a predicted transmembrane domain, suggesting that it is associated with membranes [26]. CR32477, on the other hand, is an uncharacterized putative mRNA-like ncRNA encoding several short open reading frames. In this regard, *in situ *hybridization analyses of 35 mRNA-like ncRNAs, whose transcripts are expressed during embryogenesis, revealed that 27 of them were detected in specific embryonic tissues [49]. Thus, restrictive spatial expression patterns might be a common feature of mRNA-like ncRNAs. Moreover, these highly regulated expression patterns suggest that many mRNA-like ncRNAs might play important roles in *D. melanogaster *embryogenesis, as previously demonstrated [50].

An additional gene that showed restricted patterns of expression at the cellular blastoderm stage encodes a member of the sulfate transporter family (CG5002, panel g, Figure 4). 

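CG5002 had log2 differences from S2-3 of 0.37 at S6-7 (SE 0.93, n = 4 and 3 membranes), 0.79 at S8-9 and 0.42 at S10-12, none of which passed the test (adjusted p = 0.94, 0.65 and 0.75 from limma). With the membrane letter as a replicate block it rose at S8-9 (1.52, adjusted p = 0.015), where the difference with each membrane scaled to its 75th percentile was -0.38. On membrane D alone CG5002 had 2.20, 1.78, 1.90 and 1.37 in the 4 later intervals. The related transporter Esp was measured on membrane D alone, with differences from S2-3 of 1.11, 1.02, 1.85 and 1.25 (n = 1 and 1 membrane, not tested). Of this list of 2 sulfate transporters CG5002 was tested, and 0 rose in limma's test over all features or adjusted over the list alone, 0 under an unadjusted p of 0.05 and 0 by SAM.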

Interestingly, another gene encoding a sulfate transporter (*Esp*, panel c2, Figure 4) was also recovered from our microarray analysis; both of them are homologs of the human diastrophic dysplasia sulfate transporter (DTDST). Mutations in *DTDST *result in reduced sulfate transport, which in turn leads to defects in glycosaminoglycan (GAG) synthesis, under-sulfation of proteoglycans, and abnormal cartilage formation. To our knowledge, sulfate transporters have not been characterized in *D. melanogaster*; the temporal and spatial regulation of these two genes, however, suggests that they might play a role in GAG synthesis early during embryogenesis. In this respect, an analysis of *D. melanogaster *mutants with defects in sulfotransferases revealed the significance of sulfation of GAGs on growth factor signaling during development; for example, a mutation in the gene *sfl *causes defects in Wingless [51] and fibroblast growth factor signaling [52].

Another gene that seems to be a good candidate to play roles during embryogenesis is *RhoGEF3 *(panel h, Figure 4), which encodes a putative member of guanine nucleotide exchange factor (GEF) family of proteins [53]. The expression pattern of *RhoGEF3 *differs from that of the known *D. melanogaster *GEFs, because they are usually post-translationally regulated and maternally supplied, and their spatial distributions are ubiquitous during early development [6,54-56]. Thus, the restricted expression pattern of *Rhogef3 *(Figure 4, panel h) makes it one of the first examples of a GEF-encoding gene that is regulated at the transcriptional level during *D. melanogaster *development, suggesting that it might be required for the spatial and temporal control of actin dynamics. Five genes that showed restricted patterns of expression at the cellular blastoderm stage encoded putative secreted or transmembrane proteins; four of them, CG31253 (panel a), CG8654 (panel e), CG31607 (panel f) and CG5888 (panel i) in Figure 4, lack any other conserved domain, whereas CG2915 (panel d) seems to encode a putative secreted metalloprotease that showed restricted expression in the procephalic embryo region, making it a good candidate for targeted functional studies.

Among the transcripts that had restricted localization after the cellular blastoderm stage, we found CG11212 (*ptr*, panel j, Figure 4 which encodes a transmembrane protein containing a sterol-sensing domain [40], CG8856 (panel k, Figure 4), encoding a putative scavenger receptor [57], and two genes CG13333 and CG4440 (panels l and m, Figure 4), encoding putative secreted proteins. CG13333 and CG4440 were recently identified [13] as genes transiently expressed during embryo development. As the temporal expression pattern of CG13333 and CG4440 correlated well with the expression of several members of the Notch pathway, including Notch itself, the authors examined whether these two genes colocalized with the Notch pathway by using Delta as a marker. The results of their spatial colocalization allowed them to suggest that CG1333 and CG4440 are implicated in Notch-regulated developmental processes. Finally, the potential roles of genes CG13427 (panel n, Figure 4), CG8960 (panel o, Figure 4) and CG10035 (panel p, Figure 4) were more elusive; they encode putative secreted or transmembrane proteins, but no further inferences about their biochemical activities could be made from their protein sequence. Nevertheless, their temporal expression patterns during *D. melanogaster *embryogenesis have been consistently reported by others [12,13,25,26,58].

Taken together, our analysis of gene expression during *D. melanogaster *embryogenesis not only confirmed a number of known expression patterns but also revealed several developmentally restricted uncharacterized genes with common temporal expression patterns that should be the target of functional studies and become integrated into the developmental networks that are active during early embryogenesis in *D. melanogaster*. Thus, our results complement previous high-throughput screens in *D. melanogaster *embryos [58,59], which revealed that a significant fraction of uncharacterized transcripts exhibited spatially restricted patterns of expression in the developing embryo, suggesting that they play distinct roles during embryogenesis.

### Characterization of new genes encoding putative secreted and transmembrane proteins

We attempted to further characterize four of the uncharacterized genes identified in our screen that encode putative secreted and transmembrane proteins, CG13427, CG13333, CG2915 and CG6234. To confirm that these proteins are secreted or associated with membranes we transiently transfected *Drosophila *S2R+ cells with plasmid constructs encoding the cDNA of each protein fused to a V5 tag or a Myc tag sequence under the control of an inducible metallothionein promoter. After induction with CuSO_4_, we recovered the culture medium in which transfected cells had grown and cells were disrupted and centrifuged (see Methods) to obtain post-nuclear supernatants and corresponding pellets. Cell fractions and culture medium were examined by western blotting. As controls for the expected distributions for secreted, cytoplasmic, and transmembrane proteins, we performed parallel transfections with vectors expressing the signal sequence of *Drosophila *Bip protein appended to green fluorescent protein (GFP) and to V5 tag (Bip-GFP), the cytoplasmic protein β-galactosidase fused to V5 tag (β-Gal), and the *Drosophila *transmembrane protein Ptr fused to V5 (Ptr-V5 in Figure 5A). As shown in Figure 5A, CG13427, CG13333 and CG2915 fusion proteins were predominantly detected in the culture medium (Figure 5A, lane M), confirming that they are secreted proteins. In the case of CG6234, the fusion protein was detected exclusively in the pellet fraction, indicating that it is associated with particulate components of cells, including cellular membranes (Figure 5A, lane P). No fusion protein was found in the supernatant fraction (Figure 5A, lane S), except for the β-galactosidase control that lacks a signal peptide and transmembrane domain. These results confirm our prediction of four putative secreted or transmembrane proteins encoded by previously uncharacterized *D. melanogaster *genes.

**Figure 5:**
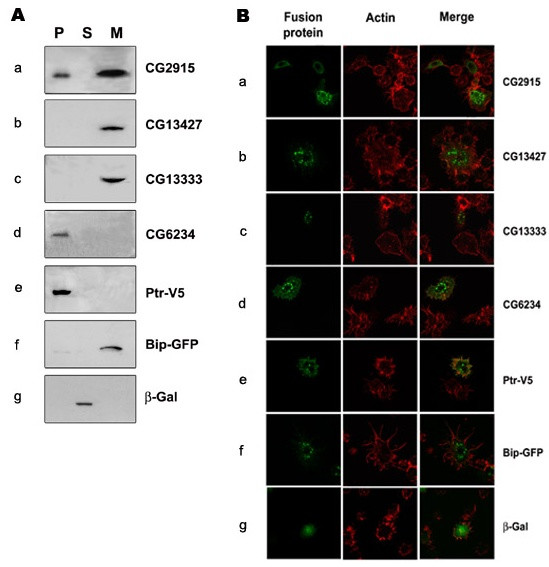
**Subcellular localization of uncharacterized proteins**. S2R+ cells were transiently transfected with plasmids expressing tagged CG2915, CG13427 CG1333 and CG6234 recombinant proteins. As controls for secreted, cytoplasmic, and transmembrane proteins, cells were transfected with constructs expressing V5-tagged Bip-GFP, β-Gal and Ptr fusion proteins, respectively. (A) Transfected cells were fractionated to obtain high-speed pellets (P) and supernatants (S). Equivalent volumes of cell fractions plus the medium in which cells were grown (M) were loaded on the gel and subjected to western blot analysis with anti-V5 (panels a and b and d to g) or anti-myc (panel c). (B) Transfected S2R+ cells were stained with anti-V5 (green in a and b and d to g) or anti-myc (green in c) and phalloidin to visualize actin (red in panels a to g).

The subcellular localization of the fusion proteins was examined by double immunofluorescence experiments using an antibody that recognizes the protein tags and Alexa 546-phalloidin to label actin filaments (Figure 5B). Controls of uninduced cells showed no reactivity with anti-V5 or anti-myc (data not shown). These experiments showed that transfected S2R+ cells stained positively for CG13427, CG13333, CG2915 and CG6234 fusion proteins in vesicle-like structures (Figure 5B). In addition, a fine granular fluorescence was observed all over the surface of cells expressing CG6234-V5, consistent with the detection of the tagged protein in the plasma membrane fraction. Thus, subcellular localization along with the restricted temporal and spatial patterns of expression that these genes displayed during *D. melanogaster *embryogenesis make them good candidates for functional studies.

As a first step towards functional analysis, we selected gene CG6234 for further study, using heritable RNAi technology to reduce its expression. We chose this experimental approach because no CG6234 mutant or suitable P-element insertion (that could be used to generate CG6234 mutants) exists. Thus, we generated a transgenic line that expresses an inverted repeat of a 560-bp region of the CG6234 coding sequence under the control of the UAS promoter in the vector pWIZ (UAS-*CG6234IR*). The transgenic flies were crossed with flies carrying the *nanos*-GAL4 driver to activate transcription of the hairpin-encoding transgene in the progeny. As a control, UAS-*CG6234IR *and GAL4 drivers were crossed with *w*^1118 ^flies. We examined by qPCR the CG6234 transcription level in F1 embryos and found that the amount of CG6234 mRNA in *nanos*-GAL4/UAS-*CG6234IR *embryos was 30 to 35% of the control embryos (data not shown).

As CG6234 is mainly expressed in the primordial and developing amnioserosa, we used the amnioserosa marker Hindsight (Hnt) [60] to examine the phenotype of embryos expressing UAS-*CG6234IR*. F1 embryos showed a reduced number of Hnt-positive nuclei in the amnioserosa (Figure 6A and 6B, black arrows), suggesting the loss of amnioserosa cells. Two morphogenetic processes are known to require proper amnioserosa integrity: these are germ band retraction, which transforms the u-shaped germ band of the embryo by bringing its tail end to the final posterior position, and dorsal closure, a process that follows germ band retraction and seals the epidermis along the dorsal midline (see [3] for description). Consistent with a loss of amnioserosa integrity, embryos expressing UAS-*CG6234IR *displayed morphological defects; of note, the process of germ band retraction was severely disrupted (Figure 6C and 6D, white arrows). In addition, the embryos showed head defects, suggesting a failure to undergo head involution (Figure 6C and 6D, asterisks), a developmental process that leads to internalization of anterior ectodermal tissue and that seems to share genetic components with dorsal closure (reviewed in [61]). Thus, our results indicate that inducible down-regulation of CG6234 expression affects major morphogenetic events during embryo development. Moreover, the phenotype of UAS-*CG6234IR *is shared with previously described genes, among them genes that control amnioserosa cell death, such as *hnt*, *tup*, *ush*, *srp *and *doc *[28,62]. These genes are predominantly expressed in the amnioserosa, and when mutated they disrupt germ band retraction and in some cases they also affect head involution. In the case of CG6234, further functional studies will be necessary to place it within the known pathways that regulate these morphogenetic events.

**Figure 6:**
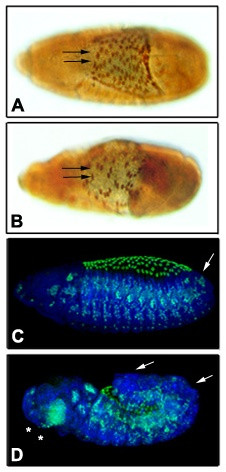
**UAS-*CG6234IR *induction in *D. melanogaster *embryos**. (A and B) Whole-mount immunohistochemical images of embryos (dorsal views) stained with anti-Hnt. (A) A wild-type embryo (stage 12) during germ band retraction. (B) An embryo expressing UAS-*CG6234IR *induced by *nanos*-GAL4. Hnt-positive nuclei of amnioserosa cells are indicated by black arrows. (C and D) Immunofluorescence confocal images of embryos (lateral views) stained with anti-Hnt (green) and To-PRO3 (blue). (C) Wild-type (stage 13) showing the amnioserosa nuclei that cover the dorsal region as a result of germ band retraction (white arrow). (D) UAS-*CG6234IR *ubiquitously expressed under *nanos*-GAL4 control produces embryos having disrupted germ band retraction (white arrows) and head defects (asterisks).

## Conclusion

To understand the dynamics of the gene networks that underlie morphogenetic events of *D. melanogaster *embryogenesis, it is necessary to identify and characterize genes that are active at different developmental stages. The screen we described here allowed us to isolate genes differentially expressed between the gastrula and syncytial blastoderm stages. Microarrays were constructed to analyze the temporal expression patterns of subtracted genes during five developmental intervals that covered 12 stages of *D. melanogaster *embryogenesis. The results indicate that the expression of 118 genes, including 55 functionally unknown genes, increased significantly at least at one developmental interval compared with reference stages (S2-3). The large number of functionally uncharacterized genes (47%) identified as up-regulated during the developmental stages examined indicate that the SSH procedure together with the precise selection of staged embryos may be useful in providing information on uncharacterized genes having potential function at specific developmental stages.

In the same context, our results on the spatial distribution of 28 up-regulated genes indicate that a significant fraction of them (71%) exhibited restricted expression patterns during embryonic development. Their transcripts were detected in a variety of temporal and spatial expression domains, suggesting distinct roles during embryogenesis and making them good candidates for functional analyses. In addition, protein sequence analysis and motif identification revealed a set of uncharacterized gene products with putative functions as secreted or transmembrane proteins. For some of them, we validated our sequence predictions by analyzing their subcellular localization, thus providing new insights into effector molecules that might function in intercellular communication during *D. melanogaster *embryogenesis.

Using RNAi, we explored the function of one uncharacterized gene, CG6234, which showed a dorsally restricted expression pattern during embryo development. Phenotypic alterations of embryos expressing CG6234-RNAi support the idea that CG6234 might play a role in embryo morphogenesis. The CG6234 RNAi phenotype was reminiscent of that exhibited by previously characterized genes that function in amnioserosa maintenance and/or differentiation. Interestingly, they shared similar temporal and spatial expression patterns with CG6234, suggesting a common mechanism of transcriptional regulation. Thus our results provide information on new components of signaling pathways that might be incorporated within the known networks regulating *D. melanogaster *embryogenesis.

Finally, we note that even though *D. melanogaster *embryogenesis may appear to be a special case of morphogenesis, the cellular phenomena and the molecules involved are clearly general. Moreover, comparison of gene expression patterns and gene functions at key points during development reveals several molecular pathways that are common to bilaterian embryos. As *D. melanogaster *is the model organism that has provided much of our knowledge of embryogenesis and developmental genetics, it is relevant to understand more deeply the molecular processes underlying morphogenetic events in this organism and to discover and characterize the effector molecules that make effective cell-shape changes and promote cell migration.

## Methods

### Fly culture and embryo selection

Fly stocks were grown at 22°C on standard cornmeal, molasses, agar and yeast medium. Embryos were collected and hand-selected as described in Gonzalez-Agüero et al. [26]. *w*^1118 ^and the driver P{GAL4-nos.NGT}40 (*nanos*-GAL4) with a ubiquitous expression of GAL4 were obtained from the Bloomington *Drosophila *Stock Center.

### RNA extraction and cDNA synthesis

Total RNA was extracted from staged embryos (*N *= 100 to 150) using the RNA_WIZ _reagent (Ambion, Austin, TX, USA). Embryos were carefully homogenized in a 1.5 mL Eppendorf tube with 1 mL of RNA_WIZ _reagent using a plastic tissue grinder. To improve RNA yield, the homogenate was passed throughout Qiashredder columns (Qiagen, Venlo, The Netherlands) by centrifugation at room temperature for 2 min at 10,000 × *g*. RNA quantity and quality were assessed by OD_260/280 _and by electrophoresis on a 1.2% formaldehyde-agarose gel. Typical yield was 0.18 to 0.23 μg RNA/embryo. For subtractive hybridization procedure and microarray probe preparation, 0.5 μg of total embryo RNA was used to produce double-strand (ds) cDNA using the SMART™ PCR cDNA Synthesis kit (BD Clontech, San Jose, CA, USA) with 17 cycles of amplification. For qPCR, 1 μg of total RNA was used as a template for reverse transcription reactions to synthesize single strand (ss) cDNA using MMLV-RT reverse transcriptase (Promega, Madison, USA) and oligo-dT primer (Invitrogen, Carlsbad, CA, USA), according to standard procedures. A poly(A)-RNA was *in vitro *transcribed from the vector pGIBS-*dap *(ATCC 87486) and added to the embryo RNA samples prior to cDNA synthesis in a 1/1000 ratio, to be used as spike mRNA [63].

### Subtractive hybridization and library construction

An SSH procedure [64] was performed using driver dscDNAs from stage 6-7 embryos (gastrula) and tester dscDNA from stage 2-3 embryos (syncytial blastoderm). We performed the cDNA subtraction using the PCR-select cDNA subtraction kit (BD Clontech) according to manufacturer's recommendations with the following modifications: we used a driver/tester ratio of 2:1 (v:v) in the first hybridization and carried out 25 cycles of primary PCR and 12 cycles of secondary PCR with the Advantage cDNA polymerase mix (BD Clontech). To evaluate the efficiency of the cDNA subtraction, we compared the transcript levels of the housekeeping gene *actin *by qPCR (see below). Furthermore, to assess the efficiency of enrichment of differentially expressed genes, the abundance of the transcription factor *twist *was examined. As expected, transcripts of *twist *were enriched in the gastrula-subtracted sample as compared with the unsubtracted sample. The *twist*-specific product was detectable after 20 cycles of conventional PCR amplification when subtraction had been carried out, but not until 25 cycles in the corresponding unsubtracted sample. As described by BD Clontech, we estimate at least a 20-fold enrichment in the subtracted cDNA population data not shown.

The subtracted cDNA library was made from 100 μL of secondary PCR reaction from gastrula-subtracted cDNA sequences. PCR products were purified using the Wizard DNA Clean-up system (Promega), and 1 μL was inserted into the T/A cloning vector pGEM-T Easy (Promega) following the manufacturer's recommendations. A total of 1,440 individual transformants carrying cDNA fragments were isolated from white colonies on X-gal/IPTG agar plates, and individual clones were placed in an arrayed 96-well format.

To estimate the size of the inserts, plasmid DNA preparations were made from 126 cDNA clones by alkaline lyses [61], digested with *Eco*RI, and analyzed by electrophoresis on a 1.2% agarose gel. To evaluate whether the cDNA library was enriched in gastrula transcripts the inserts of the 126 cDNA clones were PCR amplified, manually spotted onto a nylon membrane, and hybridized with ^32^P-labeled cDNA probes synthesized from gastrula and syncytial blastoderm embryos as described [26]. Hybridization spots were visualized by exposure to X-ray films at -80°C for 6 h to 2 days. The intensity of the spots was measured with the Kodak 1D, v.3.5 software. The average intensity of the spots for each clone minus the average of total background intensity was normalized using the values obtained for the *actin *gene (Additional file 1B).

To perform virtual northern blot assays, SMART-cDNA (2 μg) from syncytial blastoderm and gastrula embryos were fractionated on 1.0% TBE-agarose gels for 3 h at 100 mV. Samples were transferred onto a positively charged nylon membrane using the alkaline capillary method [65] and then cross-linked by UV irradiation. DNA inserts from 10 clones were labeled with [^32^P]dCTP using the Random Primer Labeling Method (Invitrogen). Membranes were re-probed with ^32^P-labeled actin probe. Membrane prehybridization, hybridization and washing were as described [26]. Automatic sequencing of 642 clones at the 5' end was carried out by Agencourt Bioscience Corporation (Beverly, MA, USA). Sequence chromatograms were read with PHRED base calling software and filtered to improve the quality of sequence assembly. Clones containing sequences shorter than 50 bp were eliminated from further analyses.

### Bioinformatics

Sequence homology searches were performed using the standalone BLAST suite against *D. melanogaster *sequence databases (release 5.4) available in the FlyBase repository [66]. Unique hits were assigned when identity and E-values were >70% and <10E^-3^, respectively. BLAST analysis of intergenic and intronic sequences was performed against the EST database available at the Berkeley Drosophila Genome Project [67]. Domain-based analyses used SMART [68] and Interpro [69]. Signal peptide prediction used SignalP [70]. Transmembrane helix prediction used TMHMM [71]. Gene ontology annotation for every CDS entry (FlyBase release 5.4) was obtained by batch downloading from the FlyBase site [72]. Three branches of ontology were considered (molecular function, biological process and cellular component). From this set, the GO annotations assigned to the genes of the subtracted library were obtained. A Perl script relying on Perl package GO-TermFinder [73] was written to obtain the GO path for every annotated CDS. For that, GO format text files for the three different branches were used, they were obtained from the Gene Ontology site [74]. A CDS can have none, one or more GO numbers assigned per branch. Each GO number can have one or more paths to the base number of the acyclic graph. With the path of every assigned GO number, all the child terms of each GO number in the second level of each branch were counted. Counts were separately performed for the subtracted library hits and for the list of all CDSs in the genome.

### Microarray production

Clones were picked from -80°C stocks and grown overnight in 96-well plates in 200 μL LB containing 50 μg/mL ampicillin. PCR amplification of bacterial cultures and quality verification of the products were performed as described [75]. PicoGreen dscDNA Quantitation kit (Molecular Probes, Eugene, OR, USA) was used according to the manufacturer's instructions to quantify and standardize PCR product concentrations. PCR products (20 μL) were arrayed in 96-well plates and mixed with an equal volume of dimethyl sulfoxide (DMSO). PCR products (70 ng) were spotted in duplicate on 8 × 12 cm nylon membranes (GeneScreen Plus, Bio-Rad, Hercules, CA, USA) using an 8-pin print head (Arraylt model SSP015) and the arraying robot VersArray Chip Writer Compact (Bio-Rad). The membranes were treated as described [75]. In addition to the library clones, the following controls were spotted onto membranes: (1) a fragment of the vector pBluescript II obtained by amplification with the T7 and SP6 universal primers; (2) several spots of 50% (v/v) DMSO; (3) PCR-amplified fragments of genes *serendipity α*, *twist*, *tinman*, *fog *and *snail *as positive controls; (4) *actin*, *tubulin*, and *RP49 *as housekeeping genes, and (5) four dilutions of a PCR-amplified fragment from a *Bacillus subtilis dap *cDNA (ATCC; number 87486).

### Probe synthesis and membrane hybridization

The ^32^P-labeled probes from stage 2-3, 5, 6-7, 8-9 and 10-12 embryos were prepared from SMART-cDNAs by incorporation of [α-^32^P]dCTP using the Random Primers DNA Labeling System (Invitrogen) according to the manufacturer's instructions. Unincorporated radioactive nucleotides were removed using the QIAquick Nucleotide Removal kit (Qiagen). The labeled cDNA products were denatured and immediately used for membrane hybridization as described [75]. Membranes were sealed in plastic bags and placed in an Imaging Screen-K (Bio-Rad) for 12 to 24 h.

### Microarray experimental design and data analysis

Microarray experiments were performed in two independent labeling/hybridization events of cDNA probes. Radioactive images of the 20 hybridized membranes (out of 45) were obtained using a scanner Personal Molecular Image FX (Bio-Rad) at 50 μm/pixel resolution. Intensity values were measured using VersArray Analyzer v.4.5.1.46 (Bio-Rad). Local background values were measured in the corners of spots and were subtracted from the signal intensity values for each spot. Pearson's correlation coefficient was used to establish the quality of replicated membranes. Spots that showed: (1) Signal Mean < (Background Mean + (1 × Background Standard Deviation), (2) coefficient of variation > 0.5 between duplicate spots within membranes [76], or (3) qcom < 0.8 [77] were considered as low-quality spots and were removed. After data filtering, net intensity values were normalized against the housekeeping gene *RP49 *and *dap *spike mRNA intensity values. When genes were represented by more than one clone, mean values were calculated. To detect genes (and non-coding sequences) differentially expressed between stages 2-3 and any other developmental interval (in all the arrays tested), we performed a Significance Analysis of Microarrays [23]. A predicted FDR of 0.05 was used as the threshold for differential expression. Genes for which expression level changed significantly (that is, by at least at one time interval) were subjected to a hierarchical cluster analysis [78], using MeV v4.0 software [79], with average distances as parameter and the Pearson correlation as verification criteria.

### Quantitative real-time PCR (qPCR)

qPCR amplifications and fluorescence detection were performed using the LightCycler^® ^1.5 Instrument (Roche, Basel, Switzerland) and LightCycler^® ^FastStart DNA Master SYBR^® ^Green I (Roche). Reactions contained 100 ng of dscDNA or 50 ng of sscDNA. Primers were designed using Primer Premier 5.0 software (Palo Alto, CA, USA) and synthesized by Alpha DNA, (Montreal, Quebec). Primer sequences, annealing temperatures and amplicon lengths are given in Additional file 4 (Primers used for qPCR and conventional PCR reactions). For each gene, a calibration curve was generated based on serial dilutions (10^1 ^to 10^2 ^pg/μL) of plasmid templates. The thermal cycle conditions were: denaturation at 95°C for 10 min, followed by 35 three-step cycles of template denaturation at 95°C with a 2 s hold, primer annealing at 60 to 65°C for 15 s, and extension at 72°C for 60 s/1000 bp. The purity of amplified products was verified by melting curve analyses. Control reactions included a subset of PCR components lacking the cDNA template. The initial amount of transcript in each sample was calculated from the standard curve using the default (fit point/arithmetic) method of LightCycler Software Version 3.5, and normalized to the values of *actin *or *dap*. Data represent the mean of three experimental replicates.

### *In situ *hybridization of whole-mount embryos

*In situ *hybridization using 0.5 to 2 ng/μL DIG-labeled RNA probes was carried out as described [80], with the following modifications. After embryo collection, methanol-washed embryos were re-fixed for 20 min in post-fix solution (5% formaldehyde in phosphate-buffered saline (PBS), 0.1% Tween), and rinsed with PBS, 0.1% Tween (PBT). The embryos were treated with 3.5 μL of proteinase K (Roche, 50 μg/mL) in 1 mL of PBT for 3 min. Embryos were incubated with alkaline phosphatase-conjugated anti-digoxigenin antibody (Boehringer Mannheim; 1:2000) at room temperature for 3 h. The embryos were then washed extensively with PBT, and expression patterns were visualized by incubating them with staining solution containing NBT and BCIP (Vector Labs, Burlingame, CA, USA) as substrates. The reaction was stopped by washing the samples with PBT containing 20 mM EDTA. Stained embryos were dehydrated in a series of ethanol and xylene, mounted in Cytoseal TMXYL (Richard-Allan Scientific, Kalamazoo, MI, USA), and photographed on a Zeiss Axiovert 25 microscope with a Sony CyberShot Camera model DSC-S75 equipped with an Adapter Ring Vad-S70. Image files were processed using Adobe PhotoShop 7.0.

### Transfection of S2R+ cells

Specific primers were used to amplify the coding sequences of genes CG2915 (encoding amino acid residues 1 to 206), CG13427 (residues 1 to 104), CG6234 (residues 1 to 559), CG11212 (residues 1 to 1129), and CG13333 (residues 1 to 387). PCR products were cloned into pMT/V5-His-Topo (Invitrogen). CG1333 PCR product was cloned into pCR2.1 Topo (Invitrogen), and *Eco*RI-digested fragments were subcloned into pUAST-Myc vector. Vectors pMT/BiP/V5-His/GFP and pMT/lacZ (Invitrogen) were used as control for the expression of secreted and intracellular proteins, respectively. S2R+ cells (obtained from the Drosophila Genomics Resource Center, [81]) were cultured in Schneider's *Drosophila *Medium (Invitrogen) supplemented with 10% heat-inactivated fetal bovine serum and antibiotics. For transient transfections, 3 × 10^6 ^cells were transfected with 3 μg of vector DNA by using Cellfectin Reagent according to standard techniques (Invitrogen). pUAST-Myc vector was co-transfected with 4 μg of pMT/Gal4 vector (both from the Drosophila Genomics Resource Center) [81]. Expression of the constructs was induced 48 h post-transfection by adding CuSO_4 _to the cell medium (final concentration 0.5 mM). After 24 h, induced and uninduced (control) cells were harvested, transferred onto coverslips, and fixed with 4% paraformaldehyde.

### Immunostaining of S2R+ cells and embryos

Cells were fixed with 4% paraformaldehyde, permeabilized with PBS containing 0.1% saponin for 15 min, and then blocked with PBS/5% BSA/0.1% saponin for 45 min prior to incubation with primary antibodies: monoclonal anti-V5 (Sigma, 1:500) or monoclonal anti-myc (9E10, DSHB, diluted 1:20). Cells were washed three times in PBS/0.1% saponin and incubated with the secondary antibodies and probes: anti-mouse Alexa 488 (Molecular Probes, 1:500) and Alexa Fluor 546 phalloidin (Molecular Probes, 33 nM). For immunostaining of embryos, they were fixed and treated as described [40], except that 1G9 monoclonal anti-Hnt (1G9, DSHB, diluted 1:20) was used as primary antibody.

After the primary antibody, embryos were either incubated with biotinylated (Vector) or fluorochrome-associated secondary antibodies (Alexa 488; Molecular Probes 1:500 dilution), and nuclear staining was achieved with To-PRO3 (Molecular Probes, 10 μM). For biotinylated secondary antibodies, signal was revealed using the Vectastain ABC kit (Vector) according to the manufacturer's protocol, and embryos were cleared and mounted in 70% glycerol/PBS. Fluorescently labeled embryos were mounted in Dabco-Mowiol. Confocal images of cells and embryos were collected using the Confocal Laser Scanning Microscope-510 META (Zeiss, Oberkochen, Germany) and processed using LSM Image Browser software (Zeiss) and Adobe Photoshop 7.0. The pinhole diameters for each fluorescence channel were set between 1.30 μm and 1.40 μm. All images were taken using objective Plan-Apochromat 63×/1.4 Oil at 1024 pixel resolution.

### Cell fractionation

Transfected cells were collected, washed twice with PBS, once with H_2_O, and then resuspended in hypotonic buffer (50 mM Tris-HCl pH 7.5, 1 mM EDTA) plus protease inhibitors (Sigma Aldrich, St Louis, MO, USA). After 10 min in ice, cells were broken with a glass homogenizer and centrifuged at 430 × *g *for 10 min. The supernatant was recovered and centrifuged at 100,000 × *g *for 1 h in an XL-70 Beckman centrifuge using a SW 41 Ti rotor. The resulting pellet was resuspended in lysis buffer (50 mM Tris-HCl pH 7.8, 150 mM NaCl and 1% Nonidet P-40) plus protease inhibitors (Sigma); the supernatant was lyophilized and then resuspended in lysis buffer. The culture medium was recovered, lyophilized, and resuspended in SDS-PAGE sample buffer. Fractions were analyzed by SDS-PAGE and western blotting [65] with monoclonal anti-V5 (diluted 1:3000) or 9E10 monoclonal anti-myc (diluted 1:100).

### RNAi vector construction and microinjection

A 560-bp region of the third exon of CG6234 was generated by PCR using genomic DNA as template with the primers indicated in Additional file 4 (Primers used for qPCR and conventional PCR reactions). To create the knockdown plasmid UAS-*CG6234IR*, the PCR product was inserted into the pWiz vector (Drosophila Genomics Resource Center, Bloomington, IN, USA) at each of the *Avr*II and *Nhe*I restriction sites, in opposite orientations [82]. Clones were confirmed by sequencing. *w*^1118 ^embryos were injected with the UAS-*CG6234IR *construct at Genetic Services, Inc. (Sudbury, MA, USA), according to standard protocols [83]. Homozygous lines were generated with standard balancer chromosomes. RNAi experiments were repeated using three independent UAS-RNAi insertions.

## Authors' contributions

AZ participated in the design of the study and manuscript writing, designed and produced the microarrays, carried out sample preparations and microarray experiments and prepared the figures. CH carried out bioinformatic analyses, participated in sample preparation and generated and analyzed CG6234-RNAi lines. PH carried out *in situ *hybridization assays and prepared the figures. FI carried out cell transfection experiments. PM and RP carried out the sequence alignment and GO analysis. LP carried out microarray production and qPCR assays. MG participated in the design of the study and active scientific discussion. VC conceived and coordinated the study, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Verification of SSH procedure**. **(A) **To estimate the efficiency of subtraction, the abundance of actin transcripts was analyzed by qPCR using unsubtracted (white bars) and subtracted cDNAs (red bars) from forward and reverse subtractions as templates. The result demonstrated that the abundance of actin, a non-specifically expressed housekeeping gene, was greatly decreased in subtracted samples. The unsubtracted sample is a control that is integral to the subtraction process, so it was subjected to the same dilutions and amplifications as the corresponding subtracted sample. **(B) **Differential expression of a random population of cloned genes (126 clones) was measured by filter hybridization as described in Methods. The graph shows the normalized hybridization signal intensities of each spot on the *y *axis for stages 6-7 (S6-7) and on the *x *axis for stages 2-3 (S2-3). The intensity values of 76% of the clones were at least 2-fold higher in S6-7 than in S2-3. **(C) **Virtual northern blots analysis using cDNA from syncytial blastoderm (S2-3) and gastrula (S6-7). Labeled probes corresponded to 10 clones that were four-fold overexpressed in gastrula compared to syncytial blastoderm in panel B. In each case, stronger hybridization signals were obtained with the gastrula cDNA, confirming the results from the microarray assays. Signal intensities were normalized to that of the *actin *gene. Click here for file

Additional file 2 **Functional composition of the subtracted library**. Comparison of gene ontology (GO) categories between the subtracted library and the whole *D. melanogaster *genome based on 11 Molecular Functions **(A) **and 14 Biological Processes **(B)**. The percentage (*x *axis) of each GO term (*y *axis) indicates the representation of each category within the subtracted library (red bars) or the whole genome (blue bars). Click here for file

Additional file 3 **Genes up-regulated during embryo development**. For each protein-coding gene and ncRNAs, the table displays the CG number and name, which links to FlyBase [66]. The gene ontology (GO) terms are: Molecular Function, Biological Process and Cellular Component. Homology/Protein Domain: protein domains that were identified using bioinformatics tools. Cluster number: the number of the group in which each gene was contained after the hierarchical cluster analysis. In situ Pattern: pattern of spatial expression described in our present work. Literature: a list with references citing studies in which the genes were found to be differentially expressed during *D. melanogaster *development. For intergenic regions, the table displays the clone ID, GenBank accession number, and genomic location. Click here for file

Additional file 4 **Primers used for qPCR and conventional PCR reactions**. The table contains primer names, amplicon sizes, annealing temperatures (Tm) and primer sequences. Click here for file

# Supplementary material for: Genes encoding novel secreted and transmembrane proteins are temporally and spatially regulated during Drosophila melanogaster embryogenesis
**Source:** BMC Biol. 2009 Sep 22;7:61. doi: 10.1186/1741-7007-7-61
**Supplement:** Additional file 2 — Functional composition of the subtracted library. Comparison of gene ontology (GO) categories between the subtracted library and the whole D. melanogaster genome based on 11 Molecular Functions (A) and 14 Biological Processes (B). The percentage (x axis) of each GO term (y axis) indicates the representation of each category within the subtracted library (red bars) or the whole genome (blue bars).

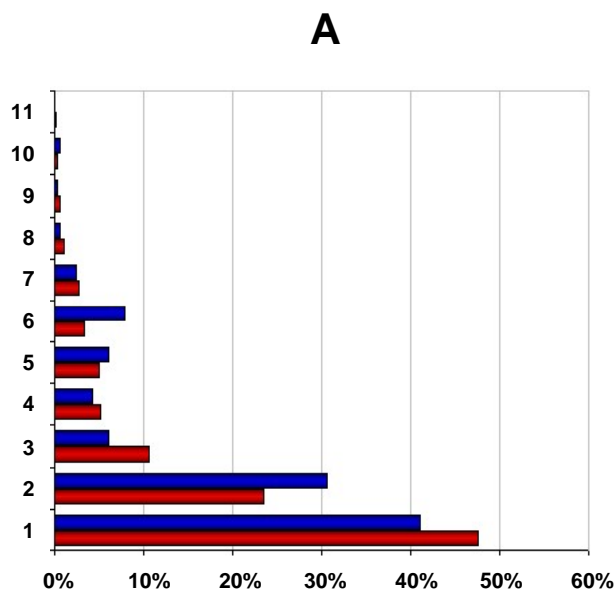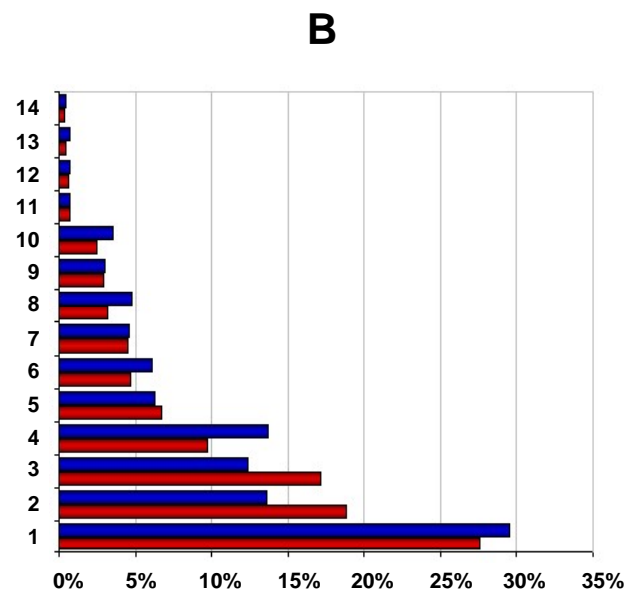

A. Molecular functions: 1, binding; 2, catalytic activity; 3, transcription regulator activity; 4, structural molecule activity; 5, molecular transducer activity; 6, transporter activity; 7, enzyme regulator activity; 8, translation regulator activity; 9, antioxidant activity; 10, motor activity; 11, auxiliary transport protein activity.

B. Biological processes : 1, cellular process; 2, developmental process; 3, multicellular organismal process; 4, metabolic process; 5, biological regulation; 6, localization; 7, gene expression; 8, establishment of localization; 9, reproduction; 10, response to stimulus; 11, biological adhesion; 12, reproductive process; 13, immune system process; 14, growth.

# Supplementary material for: Genes encoding novel secreted and transmembrane proteins are temporally and spatially regulated during Drosophila melanogaster embryogenesis
**Source:** BMC Biol. 2009 Sep 22;7:61. doi: 10.1186/1741-7007-7-61
**Supplement:** Additional file 4 — Primers used for qPCR and conventional PCR reactions. The table contains primer names, amplicon sizes, annealing temperatures (Tm) and primer sequences.

**Primers used for the real-time quantitative PCR and standard PCR reactions.**

| **Primer name** | **Length (bp)** | **Tm** | **Sequence (5`→ 3`)** |
| --- | --- | --- | --- |
| *Actin-s* | 280 | 60 | CACCGGTATCGTTCTGGACT |
| *Actin-as* | CTCGTAGGACTTCTCCAACG |
| *DmCG1225-s* | 753 | 72 | GGAGTCTCTCGGGACACTACATC |
| *DmCG1225- as* | CGGTTGTACTTCGTCTTACGGCG |
| *DmCG11212-s* | 132 | 66 | GAGCTGGGCGTTGCAGGATATA |
| *DmCG11212-as* | CGAGGACATGTATGTGTAGCAG |
| *DmCG6234-s* | 213 | 62 | GCCAATCGAGTCAACCTCATT |
| *DmCG6234-as* | CCGCCGTAAACCGATACAAAA |
| *DmCG17957-s* | 425 | 52 | GCTTTGACGGCTTTGTG |
| *DmCG17957-as* | TGTGCGGATGAAGTGGA |
| *IR-CG6234-s* | 560 | 62 | TCTAGAACATTGCCGTTTCCAGTGAGC |
| *IR-CG6234-as* | TCTAGACACCACAGTTGCGTCTACAG |

How the deposited data were processed for this re-analysis (not part of the article)

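Embryos of 5 intervals of development, S2-3, S5, S6-7, S8-9 and S10-12, have 1 deposited sample each, and each sample has 4 membranes, A to D. By the Methods, cDNA was amplified from 0.5 µg of RNA in 17 PCR cycles and labeled with 32P in 2 labeling events, and screens were exposed for 12 to 24 h, scanned at 50 µm per pixel and measured in VersArray Analyzer. Which membrane belongs to which event is not stated. The intensity values of the membranes, as deposited by the authors, are the mean signal, the mean and SD of the local background and the net signal of each spot, with the background subtracted by the software, no normalization and an arbitrary scale. A net signal not above the background is set to 0. A further table of the authors holds 1 normalized value per interval for features without names and with no stated scale, and it was used only for tallies. In situ hybridization, RT-PCR, RNA interference and S2R+ cell experiments were not analysed here.

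A spot was kept when its signal reached the background mean plus 1 background SD and its net signal was above 0, and the coefficient of variation of duplicate spots had to be 0.5 or less. The qcom filter of the Methods was not applied. Values were scaled to the median of RP49 on the membrane. The scaling planned was the geometric mean of RP49 and dap. It could not be computed on every membrane, because membrane D carries no dap spots and 41, 36, 42, 46 and 36 of 60 dap spots passed the signal rule in the 5 intervals. RP49 alone, which was among the alternatives listed beforehand, took its place. That choice was made from the control spots before any gene was compared. The tests, this planned scaling, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined. The clones of a gene were averaged and log2 values were taken. A gene was tested where at least 2 membranes measured it in both intervals.

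Tests used limma 3.58.1 in R 4.3.3 (lmFit, eBayes), with the 20 membranes in 1 fit, a mean per interval, and the p-values of all genes, introns and intergenic regions of a comparison adjusted together by the method of Benjamini and Hochberg. An adjusted p under 0.05 counted as changed, and counts cover genes only. Gene lists were compared with the other features by camera with a preset correlation of 0.01 where at least 3 members were measured, and again with an estimated correlation, and members were also adjusted over the list alone. Genes under the signal rule on every membrane of S2-3 have only a bound. It is the ratio to the lowest signal that passed on each S2-3 membrane, or to the gene's own signal there if brighter. Tables were handled in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. SAM (Significance Analysis of Microarrays) was written anew after its published description, with all 35 splits, each taken in both directions, and a false discovery rate of 5%.

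The alternatives were scaling to dap alone, to RP49 with actin and tubulin, to the 75th percentile or by quantiles, normexp background correction with an offset of 50, no signal filter, a signal rule of 2 background SDs, no filter on duplicates, the median of clones, 3 membranes per interval, only the 2 intervals compared in the fit, an added limit of 2-fold, SAM, the authors' own table, leaving out each membrane in turn, and the membrane letter as a replicate block. Scaling to RP49 and dap with membrane D by RP49 alone, and membranes A to C as 1 value with D as another, were added after the data were seen. With each interval's mean removed, 36 of 40 pairs of membranes with the same letter had a correlation over 0.1, from -0.05 to 0.73. For S2-3 with S5 this held for 2 of 4 pairs and for S2-3 with each other interval for all 4. Membrane D has another layout, so the letter was taken as a technical batch and not as a pairing of embryos.

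The fits were tested on simulated data with letter effects equal in every interval and an independent spread, the median one left by the fit with the block. This is the model of that fit, so its recovery here does not show how it does on the real membranes. In each interval 20 features were changed 8-fold, most of them raised and the others lowered. Of these the fit without the block recovered 12, 11, 8 and 16, SAM 12, 9, 14 and 16 and the fit with the block 20, 20, 20 and 20. Of 20 changed 4-fold the numbers were 0, 2, 3 and 1, 1, 5, 6 and 4 and 20, 20, 19 and 19. Among 97 to 113 unchanged features these fits called 0, 0 or 1 and 1 to 3.

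Genes are named by a rule: those the paper's results name, the printed controls, up to 10 of the largest rises and falls per interval that passed the test on membranes that did not overlap, and in each list up to 4 members with the largest changes that passed, or all members of lists of 3 or fewer. The genes the paper names were known from its tables. Genes called only with the replicate block or by SAM, genes with bounds alone and members of lists that did not pass were chosen after their values were seen. The lists cover the Bearded family, early zygotic genes of cellularization named by the paper, the machinery of cellularization, segmentation and patterning factors, mesoderm, Hedgehog and Wnt signaling, EGF and FGF signaling, axon guidance and neural adhesion, amnioserosa, hemocytes and yolk, sulfate transporters, dosage compensation, chromatin, RNA processing, metabolism, ribosomal proteins and translation, maternal transcripts, pole cells and follicle cells. They were written from general knowledge, except those taken from the paper, and the clusters and the secreted or transmembrane genes come from Additional file 3, which the study chose on these samples.

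The membranes held 864 or 1446 spots each. Duplicate spots correlated with r from 0.626 to 0.950, and the coefficient of variation of the RP49 spots was 18.0 to 125% per membrane. With 2 to 4 membranes per interval the SE of the log2 difference of a named gene was 0.67 to 1.76 without the block, and smaller differences could not be resolved in that fit. Larger ones were often missed too, since it recovered 0, 2, 3 and 1 of 20 features changed 4-fold in the simulated data. With the block the SE of actin and tubulin was 0.437 to 0.480.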

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

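No test in this part was chosen after its result was seen. Ama, which encodes a secreted partner of Nrt, had a log2 difference from S2-3 of 6.06 at S8-9, on 2 and 4 membranes that did not overlap. CG12730 had 3.98 at S5, and at S6-7 the kinase CG17090 had 3.76, the adhesion protein Lac 3.30 and the actin regulator ena 3.00. These 5 genes passed the test and are outside the genes of Additional file 3, which the paper reports on. CG12730 no longer passed without membrane C (3.39), nor did Lac without A (3.24) or B (3.50) and ena without B (2.87). With fewer than 2 membranes left in an interval, Ama at S8-9 and ena could not be tested without A or D, and CG12730 and CG17090 without A or B. Without A the count of higher genes outside Additional file 3 was 1 in place of 5 and without B 1, in both cases Ama, which passed without A at S6-7 (4.28) and S10-12 (5.18) and not at S5 (4.29).

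A difference between S5 and S6-7 was found for 3 genes between S5 and S6-7, in the test of the difference itself: Sry-alpha by -3.70 (SE 0.72), CG12730 by -3.49 (SE 0.86) and CG6479 by -3.07 (SE 0.79) on the log2 scale. Without membrane A or B none of the 3 passed, with Sry-alpha at -3.93 and -3.43. Control spots of Sry-alpha passed the signal rule in 16 of 30 cases at S5 and 17 at S6-7, with a smaller fall relative to RP49. Among the 35 ways of splitting these 8 membranes into 4 and 4, the real count of 3 was reached by 2, the real split among them, and the highest other count was 16. The split with 16, several times the real count, exchanges membrane D of S5 for membrane C of S6-7. Its first group has median log2 signals over RP49 of -2.05, -1.32, -2.71 and -3.08, and its second -1.73, -1.79, -0.48 and -0.40. The split thus follows an offset of whole membranes, which was not tested as the cause of the count. The splits that exchange membrane D of S5 for A or B gave 0 and 0. With the letter as a replicate block 5 genes changed and the highest of the other 7 splits gave 1, too few splits to exclude chance.

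Single membranes stood far from the others of their interval in 5 groups. Membrane A had 1.39% of its blank spots over the signal rule at S2-3 and 34.7% at S6-7. CG31607 had a log2 signal over RP49 of 1.00 on membrane D of S2-3, CG4440 2.19 on membrane C of S8-9, and the receptor gene ptc -2.62 on membrane C of S8-9. Of 25 groups of membrane measures 2 were over the limit of Dixon's test and of 107 groups of gene values 3, and chance gives about 1 in 20. No explanation was tested.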

How the results depend on the processing

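Of the alternatives, 2 were chosen after seeing the data, the RP49 and dap scaling with membrane D by RP49 and membranes A to C as 1 value. In the main results 8, 7, 7 and 5 genes changed against S2-3 at S5, S6-7, S8-9 and S10-12, 3 at S6-7 against S5, 0 at S8-9 against S6-7 and 0 at S10-12 against S8-9. In all, 14 were higher and 0 lower, 27 tests of named genes and 1 list passed, 71 genes had their highest mean between S5 and S8-9, and 42.1% lay within 2-fold of S2-3 at S10-12. Of the counts, 92 stayed within 1.5 times these values under an alternative and 88 did not. For named genes 1782 results stayed on their side of the threshold, 150 passed it and 122 lost it. Results under the threshold in both settings were counted as kept whatever their sign. In 2 cases with a value past it the direction reversed. For lists 842 were kept and 48 passed it. The added limit of 2-fold left all counts as they were.

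CR32477, a non-coding gene, was reversed with quantile scaling, at -1.61 at S6-7 and -1.57 at S8-9. With the membrane letter as a replicate block 64, 38, 62 and 68 genes changed against S2-3, 5 at S6-7 against S5 and 1 at S8-9 against S6-7, 88 were higher and 5 lower in at least 1 interval, and 91 tests of named genes and 7 lists passed. The block takes the differences between the membrane letters out of the spread. SAM gave 13, 13, 53 and 27, 2 at S10-12 against S8-9, and 60 higher. With no signal filter the counts were 28, 23, 29 and 29, with 40 higher, 59 tests of named genes, 6 lists, 131 highest means between S5 and S8-9 and a share of 24.2% within 2-fold. With the stricter signal rule, which leaves fewer genes to test, they were 0, 0, 0 and 1, with 1 at S6-7 against S5, 1 higher, 1 test of a named gene, 0 lists, 29 highest means and 58.8%.

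The scaling moved which way genes were called. Scaled to the 75th percentile 29, 11, 16 and 14 genes changed, 31 were lower, 7 lists passed, 40 highest means lay between S5 and S8-9 and 68.3% lay within 2-fold. Scaled by quantiles 17, 19, 19 and 18 changed, 1 at S8-9 against S6-7, 25 were lower, 8 lists passed, and the other values were 43 and 63.5%. With RP49, actin and tubulin 3, 4, 2 and 1 changed, 1 at S6-7 against S5, 7 were higher, 10 tests of named genes and 3 lists passed, and the share was 60.3%. With dap alone, which leaves out membrane D, 4, 0, 0 and 0 changed, 0 at S6-7 against S5, 4 were higher, 4 tests of named genes and 6 lists passed, and the share was 25.0% of 68 genes, against 55.9% of 68 scaled to RP49 without membrane D. On membrane C of S2-3, 1 of the 20 dap spots behind this scaling passed the signal rule. With RP49 and dap, membrane D by RP49, 8 changed at S10-12, 6 lists passed and the share was 29.4%. With normexp 2 changed at S10-12, 1 was lower and the share was 64.4%. The 75th percentile, taken over the library spots, removes a rise that much of the library shares. The cause of these shifts was not tested.

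With only the 2 intervals compared in the fit 4 genes changed at S5 and 18 at S8-9, and 1 was lower. With 3 membranes per interval, and so fewer genes tested, 4 changed at S6-7, 2 at S8-9 and 3 at S10-12, 7 were higher, and 15 tests of named genes and 0 lists passed. With no filter on duplicates 12 changed at S8-9. With the median of clones 12 changed at S8-9 and 6 lists passed. With membranes A to C as 1 value and D as another 0, 0, 2 and 0 changed, 0 at S6-7 against S5, 2 were higher, 2 tests of named genes and 3 lists passed, and 128 highest means lay between S5 and S8-9. Among the authors' own normalized values, 116 features had their highest there and 22.8% lay within 2-fold at S10-12.

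Leaving out 1 membrane letter at a time gave 0 to 13 changed genes at S5, 1 to 11 at S6-7, 1 to 16 at S8-9, 0 to 13 at S10-12 and 0 to 11 at S6-7 against S5. It gave 2 to 22 higher and 0 to 4 lower genes, 3 to 42 tests of named genes, 0 to 5 lists, 42 to 63 highest means between S5 and S8-9 and a share of 31.9 to 55.9%. The low counts of changed genes came without membrane A or B and the high counts without C or D, except at S6-7 against S5, where leaving out C gave 1. Each interval kept at least 3 membranes. Signal over background limits the genes tested, since 155 of 259 genes were measured on at least 2 membranes at S2-3. Named genes and lists could not be recomputed from the authors' own table, whose features have no names.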

Differences from the paper's values

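The paper reports 118 genes higher than S2-3 in at least 1 later interval, at a false discovery rate of 5% in SAM, and 14 were higher here at an adjusted p under 0.05 in limma. Of the alternatives set before the data were examined, the membrane letter as a replicate block gave 88, within 1.5 times the paper's value, and no other did, with SAM, the paper's test, at 60. These totals are not the same genes as the paper's. Of its 118 genes, 80 could be tested in these fits. Of the 88 genes, 54 are in Additional file 3 and 34 are not, and of the 60 by SAM 37 are and 23 are not. Of the protein-coding genes the paper reports 114 and 13 were higher here, with 86 under the block, the 1 alternative near the paper's value, and 59 by SAM. The paper reports 4 non-coding RNA genes, and 1, roX1, was higher here, with 2 under the block, with quantile scaling and with no signal filter, and none of the alternatives reached the paper's value. Of introns and intergenic regions the paper reports 5, and 0 were higher here in limma, with 1 intron at S8-9 and 0, 1, 2 and 0 intergenic regions under an unadjusted p of 0.05. With no signal filter there were 4, within 1.5 times the paper's value, and the others stayed away from it, the block with 9 and SAM with 10.

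The paper's Fig. 3 shows averages over replicate experiments, whereas Sry-alpha, CG6234 and RhoGEF3 were measured at S2-3 here on membrane D alone, so each value here is a difference of 1 membrane from 1 and has no spread of its own. The error set against it is that of a single difference, from the residual SD of the gene over all its membranes with interval and letter taken out, 0.94, 1.02 and 0.85 for these genes. It is 1 SD of such a difference and leaves out the paper's own error and that of reading by eye. A value outside it is therefore not shown to differ from the paper's. The paper's array profile of Sry-alpha gives a log2 difference of about 2.4 at S5, about 0.5 at S6-7 and about 0.3 at S10-12 (Fig. 3, read by eye), against 4.01, 1.63 and 1.61 here on membrane D. With RP49, actin and tubulin the values were 2.22, 0.60 and 1.12 and with normexp 2.94, 0.92 and 0.87, none apart from the paper's by more than this error or in sign. The same held with the 75th percentile at S5 (2.16) and with quantiles at S6-7 (0.02). With the 75th percentile at S6-7 (-0.14) and S10-12 (-0.33) and with quantiles at S10-12 (-0.15) the values lay within the error of the paper's and had the opposite sign. The other values under the alternatives did not come within the error. For CG6234 at S8-9 the paper shows about 4.1 (Fig. 3, read by eye), against 2.11 here, and no alternative that gave a value came within the error. For RhoGEF3 it shows about 2.3 at S5, about 2.9 at S6-7, about 2.8 at S8-9 and about 2.8 at S10-12 (Fig. 3, read by eye), against 1.26, 1.64, 1.92 and 1.42 here, and the alternatives that gave a value did not come within the error either. The other values of CG6234, that of Sry-alpha at S8-9 and the bounds of Ptr did not differ from the paper's in this way.

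The paper places the highest expression of its first group at S6-7. By the clusters of Additional file 3, which the tallies here use, of the 20 genes of cluster 1 measured in all intervals the highest mean was at S6-7 for 1 and at S5 for 8. The match of cluster numbers to the groups of the text is in doubt, since brk, tup and trn are in its first group and in cluster 2. A difference in the interval of the highest mean may therefore be one of labels. It gives peaks at S5 and S8-9 for the second and the third group, and here the highest mean was at S5 or S8-9 for 3 and 7 of 26 and for 4 and 6 of 22, and at S10-12 for 14 and 10. In the authors' own table, whose features have no names and so no cluster, the highest value was at S5, S6-7, S8-9 and S10-12 for 20, 40, 56 and 6 features and at S2-3 for 1. For a large part of the genes the paper places the level at S10-12 near that of S2-3, whereas 42.1% of 126 genes lay within 2-fold here, 33.8% of the 68 in Additional file 3 and 22.8% of the features of the authors' own table. Over the 4 later intervals the share was 50.0, 69.8, 53.2 and 42.1% here, the lowest at S10-12, and 9.76, 15.4, 15.4 and 22.8% in the authors' own table, the highest at S10-12. With the 75th percentile the share was 68.3%, with quantiles 63.5%, with normexp 64.4% and with RP49, actin and tubulin 60.3%. It was lower with no signal filter, 24.2% of 207 genes, and with dap alone, 25.0% of 68. The 126 genes leave out those too dim at S2-3 to pass the filters.

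The paper gives the highest frequency of rising genes to S5 and S6-7. In limma's test S5 also had the most here, with 8, 7, 7 and 5 genes in the 4 later intervals, whereas the most were at S10-12 under the replicate block (62, 38, 61 and 64) and at S8-9 by SAM (13, 13, 53 and 27). In the authors' own table 110, 103, 101 and 92 features lay more than 2-fold above S2-3, the most at S5 and S6-7, as the paper states. All genes of Additional file 3 are given as higher in at least 1 interval, and CR40712, of its cluster 1, was lower under the block at S5, S8-9 and S10-12. At S6-7 this fit called 0 genes lower, so these values do not by themselves go against the paper. The genes brk, tup and trn are given among genes that rise and then fall, in the first group in the text and in cluster 2 in Additional file 3, and brk and trn did not pass the test in any interval. CG13333 is given as a gene that rises, and on membrane D, the 1 membrane that measured it at S2-3, it had -0.79, -0.78, -0.52 and -0.39. CR32477 is given as higher, and it was so only under the block, at S10-12.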

Other observations

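The tests of RP49 against actin, tubulin and blank spots were chosen after the result was seen. Of the 34 genes outside Additional file 3 that rose with the membrane letter as a replicate block, 4 whose rise the paper does not report are named here, chosen after their values were seen. The sex-determination gene Sxl had 2.44, 1.28, 1.69 and 1.20 in the 4 later intervals (adjusted p = 6.0e-04 at S5), Hph, a prolyl hydroxylase of the hypoxia response, had 1.85, 1.37, 2.56 and 2.02 (adjusted p = 0.0029, 0.017, 5.0e-05 and 7.1e-04), the peptidase SP1029 had 1.88, 1.61, 2.22 and 1.42 (adjusted p = 0.0090, 0.011, 2.8e-04 and 0.0094), and the homeotic gene Antp had 1.89 at S5 (adjusted p = 0.0021) and 1.19 at S8-9 (adjusted p = 0.030). With each membrane scaled to its 75th percentile, Sxl had 1.09, 0.24, 0.32 and -0.01, Hph 0.44, 0.25, 1.11 and 0.52, SP1029 0.55, 0.67, 1.01 and 0.38 and Antp 0.03 and -0.74. None of these passed without the block.

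Among chromatin proteins HmgZ had 2.50 at S8-9 (SE 0.99, n = 3 and 3 membranes), and with the replicate block HmgZ (2.50), Iswi (1.43), dom (1.49) and spen (1.59) rose there. Of 8 listed, 7 were on the membranes, 6, 6, 6 and 5 were tested and 0 rose in limma's test, over all features or over the list alone, with 0, 0, 1 and 0 under an unadjusted p of 0.05, 0, 0, 3 and 0 by SAM and 1, 1, 4 and 3 with the block, with medians of 0.73, 0.65, 1.29 and 1.24, and of -0.52, -0.26, 0.11 and 0.10 at the 75th percentile. Of 8 RNA-processing genes 6, 7, 7 and 7 were tested and 0 rose in limma's test, over all features or over the list alone, with 0, 0, 0 and 1 under an unadjusted p of 0.05, 0, 0, 0 and 1 by SAM and 1, 0, 0 and 2 with the block, there Ip259 at S5 and S10-12 and Rrp6, of the nuclear exosome, at S10-12. Their medians were 0.63, 0.03, 0.33 and 0.38, and -0.60, -0.80, -1.26 and -0.76 at the 75th percentile. Of 8 genes of metabolism 7, 7, 7 and 7 were tested and 0 rose in limma's test, over all features or over the list alone, with 0, 0, 1 and 0 under an unadjusted p of 0.05, 0, 0, 2 and 0 by SAM and 1, 2, 2 and 2 with the block, among them CG11077 at S6-7 (2.27) and the lipid-droplet gene Lsd-1 at S10-12 (1.16). Their medians were 0.25, 0.46, 0.18 and 0.38, and at the 75th percentile all were negative, the highest being -0.50. Camera gave an adjusted p over 0.05 for these 3 lists in each interval.

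In the dosage compensation list, with 2 of 5 genes on the membranes, msl-2 had -0.46 at S5 (SE 1.18) and -0.92 at S6-7 and did not pass, while roX1 rose at S5, S8-9 and S10-12 and, with the replicate block, also at S6-7 (2.71). Of the 2 translation genes on the membranes, of 3 listed, Ef1gamma had -0.82, -1.41, -0.74 and -0.78 and did not pass, and Thor rose at S8-9. Of the 2, 0, 0, 1 and 0 rose in the 4 intervals, 1, 0, 1 and 1 when adjusted over the list alone, 1, 0, 1 and 1 by SAM and 1, 1, 1 and 1 with the block, each time Thor, and Ef1gamma was lower at S6-7 with the block over the list alone. With each membrane scaled to its 75th percentile Ef1gamma was lower in all 4 intervals (adjusted p = 0.019, 0.012, 0.022 and 0.033). Of the 36 introns 9, 10, 7 and 9 could be tested, with medians of 0.69, 0.88, 1.43 and 1.45, and 0 rose in limma's test, 0, 0, 1 and 0 under an unadjusted p of 0.05, 0, 0, 5 and 3 by SAM and 4, 3, 5 and 6 with the block. Of the 15 intergenic regions 6 could be tested, with medians of 0.74, 0.39, 1.12 and 0.82, and 0 rose, 0, 1, 2 and 0 unadjusted, 0, 1, 3 and 0 by SAM and 1, 1, 2 and 0 with the block. None of 15 maternal transcripts, 8 pole-cell genes and 9 follicle-cell genes of the lists was on the membranes.

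Membranes D ranked the genes unlike membranes A to C of the same interval, with a median r of 0.515 against 0.917 among A to C. D membranes of different intervals had a median r of 0.617. Several clones per gene on membrane D do not account for it, since over 173 features printed as 1 and the same clone on both layouts the median was 0.460, and the highest pair, 0.696, stayed under the lowest among A to C, 0.698. Signals near background do not either, since over the 153 brightest of the 306 features the median was 0.400 and the highest pair, 0.663, stayed under 0.762. Another printing, layout or labeling event stays open, and no biological explanation was tested.

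The median gene lay above S2-3 relative to RP49 in each later interval. A fall of RP49 would raise actin and tubulin alike, and at S10-12 actin lay -1.51 from the median of the genes (2.09 SE, and 3.17 SE with the replicate block), 1 of 8 such comparisons, with tubulin 0.05 above it, which argues only weakly against that fall as the whole cause there. Of the 10 actin spots on membrane B of S10-12, 0 passed the signal rule. At S5, S6-7 and S8-9 a fall of RP49 cannot be told apart from a rise of the genes by actin and tubulin, since the largest shortfall, -0.64 for actin at S6-7, is 0.960 SE, and with the replicate block -0.78 and 1.78 SE, both under 2 SE. Scaled to the dap spike alone, without membrane D, the medians in the 4 later intervals were 2.06, 1.62, 0.85 and 1.95. Scaled to RP49 without D they were 0.64, 0.34, 0.65 and 0.74. If a fall of RP49 were the cause, the medians under dap would be the lower ones. They do not settle the question, because on membrane C of S2-3 only 1 of 20 dap spots passed the signal rule. Signal of the kind seen at blank solvent spots is not the whole cause, because at least 94.0% of the median difference was kept after it was taken off. These spots carry no printed DNA, so nonspecific hybridization to printed DNA could not be excluded in this way. A rise of many genes of the library between intervals, which the subtraction was made to enrich, stays open.

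Other splits of the 8 membranes of 2 intervals into 4 and 4 were counted for each comparison, 35 in all with the real one. At S5 against S2-3 1 split, the real one, reached the real count of 8 and the highest other gave 4, and at S8-9 1 split reached the real count of 7 and the highest other gave 5. These splits take membranes of the same letter as independent, though their values deviate together in most pairs, and all 4 membranes of an interval belong to 1 deposited sample, so they do not exclude chance there. Chance cannot be excluded for S6-7 (real 7, reached by 2 splits, highest other 9) and S10-12 (real 5, 2 splits, highest other 8) either. Splits that keep the letters apart are 8, too few for a share under 0.05, and under the replicate block the real counts were 64, 38, 62 and 68, with highest others of 12, 20, 12 and 59. At S8-9 against S6-7 the real count was 0, reached by all 35 splits, with a highest other of 2, and 1 with the block, with a highest other of 0. At S10-12 against S8-9 it was 0 in all 35 splits, and 0 in all 8 with the block.

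Among the authors' own normalized values, of features without names, 117, 120, 116 and 111 lay above S2-3 in the 4 later intervals, with median log2 ratios of 2.63, 2.59, 3.00 and 2.12. Control spots of dl (dorsal) passed the signal rule in 17, 8, 18, 5 and 5 of 34 spots in the 5 intervals.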
